# Defining the Functional Targets of Cap‘n’collar Transcription Factors NRF1, NRF2, and NRF3

**DOI:** 10.3390/antiox9101025

**Published:** 2020-10-21

**Authors:** Lara Ibrahim, Jaleh Mesgarzadeh, Ian Xu, Evan T. Powers, R. Luke Wiseman, Michael J. Bollong

**Keywords:** oxidative stress response, NRF transcription factors, transcriptomics, proteomics, cellular pathway analysis

## Abstract

The NRF transcription factors NRF1, NRF2, and NRF3, are a subset of Cap‘n’collar transcriptional regulators which modulate the expression of genes harboring antioxidant-response element (ARE) sequences within their genomic loci. Despite the emerging physiological importance of NRF family members, the repertoire of their genetic targets remains incompletely defined. Here we use RNA-sequencing-based transcriptional profiling and quantitative proteomics to delineate the overlapping and differential genetic programs effected by the three NRF transcription factors. We then create consensus target gene sets regulated by NRF1, NRF2, and NRF3 and define the integrity of these gene sets for probing NRF activity in mammalian cell culture and human tissues. Together, our data provide a quantitative assessment of how NRF family members sculpt proteomes and transcriptomes, providing a framework to understand the critical physiological importance of NRF transcription factors and to establish pharmacologic approaches for therapeutically activating these transcriptional programs in disease.

## 1. Introduction

The nuclear factor (erythroid 2)-like (NRF) transcription factors are a family of basic leucine zipper (bZIP)-containing transcriptional regulators related to nuclear factor erythroid 2 (NFE2, also called p45), that are characterized by a conserved 43 amino acid Cap‘n’collar (CNC) motif [1]. Vertebrate NRF transcription family members consist of three closely related factors, NRF1 (NFE2L1), NRF2 (NFE2L2), and NRF3 (NFE2L3) [1]. In the nucleus, NRF transcription factors dimerize with small MAF proteins (small musculoaponeurotic fibrosarcoma; MAFF, MAFG, and MAFK) to modulate the transcription of genes containing antioxidant response elements (AREs; consensus sequence = TGABNNGC) within their genomic loci [1].

Unlike NFE2, which plays a developmental role in promoting megakaryopoiesis, the NFE2-like NRF transcription factors inducibly respond to the presence of cellular stressors [2]. A seminal contribution supporting this hypothesis was the early association of NRF2 to the inducible transcriptional upregulation of genes containing ARE sites within their promoters [3]. A related effort determined that NRF2 knockout animals while displaying no overt developmental defects, are prone to carcinogenesis, and are critically sensitive to oxidative stress [4]. NRF2 is now appreciated as the master regulator of oxidative stress resistance in mammalian cells. As such, small molecules that activate NRF2 have and continue to be developed for indications etiologically defined by oxidative stress, such as chronic kidney disease [5,6]. Further, deregulated NRF2 activity has been associated with various disease states such as cancer [7], neurodegeneration [8], inflammation [9], and diabetes [10]. 

Unlike NRF2, the functional importance of other NRF transcription factors is less well defined. An initial focus of NRF1 research relied on the early observation that NRF1 deficient animals die late during embryonic development due to insufficient hepatic erythropoiesis [1]. More recently, a renewed interest in NRF1 was precipitated by seminal work by Deshaies and colleagues demonstrating that NRF1 mediates the proteasomal transcriptional “bounce back” in response to proteasome inhibitor treatment [11]. In contrast to NRF2, NRF1 is localized to the ER and must be actively transported across the ER membrane, deglycosylated, and proteolytically cleaved to release a transcriptionally active and nuclear-localized form of the transcription factor [12]. In this way, the rate of proteasome-based degradation of newly transported NRF1 in the cytoplasm serves as an adjustable rheostat for NRF1-driven cellular proteasomal activity. Despite the mounting evidence for an essential role of NRF1 in physiology, the full spectrum of its transcriptional repertoire has yet to be fully defined.

The least explored of the NRF transcription factor family is NRF3, likely stemming from the observation that knockout animals display no obvious phenotypes and do not additively contribute to the deleterious effects of animals lacking NRF2 or p45 [1]. Recently, a number of reports have demonstrated an essentiality for NRF3 in various cancer cell types, but the role of NRF3 in normal physiology remains largely enigmatic [13,14].

The evolutionary emergence of three closely related NRF family members in vertebrates is thought to have arisen from genomic duplications, as NRF1, NRF2, NRF3, and NFE2 all reside near related homeobox genes (i.e., HOXB, HOXD, HOXA, and HOXC, respectively) [15]. In the lower invertebrates however, only one CNC-containing transcription factor is present. For example, *C. elegans* possess only the CNC-containing gene SKN-1 (Skinhead family member 1) whereas flies contain only the CNC-containing factor CncC [16,17]. It is thought that these CNC transcription factors enact broad stress-related transcriptional programs to combat several cellular stressors such as oxidative injury and protein aggregation, effectively combining the known transcriptional programs of metazoan NRF1 and NRF2. While recent research has spelled out important roles for NRF1 and NRF2 in regulating cellular physiology, the functional importance for three stress-inducible CNC-containing transcription factors with overlapping, but distinct, transcriptional profiles in vertebrates is not completely defined. One approach to deconvolute the diverse functional roles for these transcription factors is to define transcriptional gene sets that can be used to define transcription factor activity both in cell culture and mammalian tissues [18]. To date, only one recent study by Liu et al. has aimed to comparatively delineate the transcriptional programs enacted by NRF factors [19]. Here, we build upon this work using RNA-sequencing and quantitative proteomics to define the unique and overlapping programs enacted by individual NRF family members, providing a framework to deconvolute the integrated signaling of these transcription factors in the context of health and disease.

## 2. Materials and Methods

### 2.1. Cell Culture

HEK293T cells were from American Type Culture Collection (ATCC, CRL-11268). Cells were maintained in DMEM medium (Corning, Corning, NY, USA) and supplemented with 10% FBS (fetal bovine serum, Gibco, Waltham, MA, USA) and 1% Penicillin-Streptomycin (Gibco).

### 2.2. Cloning

The FLAG-NRF2 expression construct was obtained from Addgene (NC16 pCDNA3.1 FLAG NRF2, Plasmid #36971, NM_006164.5), and a site-directed mutagenesis kit (Q5 Site-Directed Mutagenesis Kit, NEB, Ipswich, MA, USA) was used to introduce the T80D mutation. Codon-optimized sequences encoding truncated, FLAG-tagged transgenes of NRF1 (NM_003204.3) and NRF3 (NM_004289.7) were obtained from Integrated DNA Technologies as gBlock HiFi Gene Fragments and cloned into the pCDNA3.1 backbone from FLAG-NRF2 via Gibson assembly using a HiFi DNA Assembly Cloning Kit (NEB).

### 2.3. Immunoblotting

Plasmids were transiently transfected for transgene expression in HEK293T cells using FuGENE (4 µL FuGENE per 1 µg of DNA) in 100 μL of Opti-MEM (Gibco) per well of a six-well plate (2 μg DNA per well). After 24 h of expression, cells were lysed with 1× RIPA buffer (Millipore, Burlington, MA, USA). Samples were prepared for SDS–PAGE by heating to 95 °C for 5 min, cooled to room temperature, resolved on NuPAGE Novex 4–12% Bis-Tris Protein Gels (Invitrogen, Waltham, MA, USA), and then transferred to PVDF membranes (Bio-Rad Laboratories, Hercules, CA, USA) using a semidry transfer apparatus (Bio-Rad Laboratories). Membranes were blocked with 5% non-fat dry milk (Bio-Rad Laboratories) in Tris-buffered saline (TBS, Corning) containing 0.1% Tween-20 (TBST, Corning) and probed with primary (overnight at 4 °C) and secondary (1 h at room temperature) antibodies in blocking buffer. Primary antibodies used in this study were anti-FLAG-M2 (1:1000, F1804, Sigma Aldrich, St. Louis, MO, USA) and TUBG1 (1:1000; 5886, Cell Signaling Technologies, Danvers, MA, USA). A secondary HRP-conjugated rat anti-mouse antibody (Sigma Aldrich) was used at 1:10,000 dilution in 5% milk in TBST and incubated for 1 h before washing for an additional hour. Luminescent signal was recording using autoradiography film (Life Technologies, Waltham, MA, USA) after incubation with SuperSignal West Dura substrate (Life Technologies).

### 2.4. Quantitative Reverse Transcription PCR (qRT-PCR)

After 24 h of transgene expression as above, cells were collected by trypsinization and subsequent centrifugation at 1200× *g*. RNA was isolated using an RNeasy kit (Qiagen, Hilden, Germany) and RNA concentrations measured using a NanoDrop instrument. 1 ng of RNA was then subjected to reverse transcription reaction with oligo dT primers using a SuperScript III First-Strand Synthesis kit from Invitrogen. Quantitative RT-PCR reactions were measured on a Viia 7 Real-Time PCR system (Thermo) using a TB Green master mix from Takara. Primers used were *HMOX1* (forward: GAGTGTAAGGACCCATCGGA, reverse: GCCAGCAACAAAGTGCAAG) and *NQO1* (forward: GCCTCCTTCATGGCATAGTT, reverse: GGACTGCACCAGAGCCAT). Reactions were normalized to *TUBG1* levels (forward: ATCTGCCTCCCGGTCTATG, reverse: TACCTGTCGGAACATGGAGG) and relative transcript abundance calculated using the comparative *C_t_* method.

### 2.5. Luciferase Reporter Assays

5 × 10^3^ HEK293T cells were plated per well in white 384-well plates in 40 μL of growth medium and transfected with 50 ng of the ARE-LUC reporter plasmid and 50 ng of the indicated FLAG-NRF construct in 10 uL of Opti-MEM using PEI (25 kDa polyethyleneimine (Polysciences, Warrington, PA, USA); 1 µL of PEI to 1 µg of DNA). After 24 h incubation, luminescence values were recorded on an Envision instrument (Perkin Elmer) after the addition of 30 μL of Bright Glo reagent solution (Promega, diluted 1:3 in water).

### 2.6. RNA Sequencing (RNA-Seq) Experiments

Total RNA was extracted from HEK293T cells after 24 h of transient transgene expression using an RNeasy kit (Qiagen). RNA sequencing was performed at BGI using the DNAseq Technology platform. RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE159230. Transcript abundance was estimated using DNASTAR’s Lasergene Genomics Suite and the statistical significance of differentially expressed transcripts was determined by two-sample unequal variance *t*-tests. Gene set enrichment analysis (GSEA, Broad Institute) was performed using the Java application, and results replotted using R (https://www.r-project.org/).

### 2.7. Mass Spectrometry-Based Quantitative Proteomics Experiments

After 24 h of transgene expression, HEK293T cells were lysed with 1 × RIPA buffer and subjected to TMT labeling and mass spectrometry as previously described [20]. In brief, the protein was precipitated in chloroform and methanol, then dissolved in Rapigest (Waters, Milford, MA, USA). Disulfide bonds were reduced using TCEP (tris(2-carboxyethyl)phosphine) (Thermo Fisher, Waltham, MA, USA) in HEPES (4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid) (Thermo Fisher)-buffered solution, followed by S-alkylation with chloroacetamide (Thermo Scientific). Samples were then enzymatically digested with Porcine Trypsin (Promega, Madison, WI, USA) overnight and then labeled using 11-plex Tandem Mass Tags (TMT) Isobaric Mass Tag labeling reagents (Thermo Fisher). TMT labeled samples were then combined and fractionated using the Pierce High pH Reversed-Phase Peptide Fractionation Kit (Thermo Scientific). Fractionated samples were then injected onto a C18 analytical column and subjected to MS1 and MS2 fragmentation on a Thermo Scientific Q Exactive HF Orbitrap. Protein identification and quantification were performed using the Integrated Proteomics Pipeline (IP2) [21,22]. Tandem mass spectra in the form of MS1 and MS2 files were searched against the current reviewed UniProt human protein database.

## 3. Results

### 3.1. Design and Validation of an NRF Transgene Overexpression Platform

We envisioned a cellular platform in which transient overexpression of constitutively active versions of NRF transgenes might allow for interrogation of their impact on the cellular transcriptome and proteome. As such, we first designed overexpression constructs wherein the encoded NRF transgenes would be minimally influenced by cellular regulatory machinery. As NRF1 and NRF3 are anchored N-terminally within the ER lumen, we constructed expression plasmids lacking the N-terminal ER-targeting sequence, a modification that allows for cytoplasmic translation and thus bypass of the deglycosylation and cleavage steps required for exit from the ER [13,23]. Unique among this family, NRF2 is cytoplasmically localized where it is continually sent for proteasomal degradation through its interactions with the repressor and oxidative-stress sensing protein KEAP1 [24]. We introduced a mutation (T80D) in the Neh1 domain of NRF2, which has been reported to inhibit its interactions with KEAP1 and to promote constitutive transcriptional activation [25]. All transgenes were N-terminally FLAG-tagged to allow for comparative evaluation of protein expression levels and to minimally interfere with the C-terminal CNC-bZIP domain, which dimerizes with small MAFs and binds DNA (Figure 1A). We next identified optimized transfection and expression conditions using HEK293T cells, confirming similar levels of NRF transgenes by anti-FLAG Western blotting (Figure 1B). Consistent with reports suggesting the antioxidant gene Heme Oxygenase 1 (*HMOX1*) as a promiscuous NRF target gene, expression of NRF1, NRF2, or NRF3 induced significant expression of *HMOX1* relative to vector controls as evaluated by qRT-PCR from HEK293T cells, suggesting the designed transgenes are transcriptionally active (Figure 1C). Further, we found that overexpression of NRF2, but not NRF1 or NRF3, induced expression of the NRF2-selective transcriptional target *NQO1* (NAD(P)H dehydrogenase [quinone] 1) by RT-qPCR, confirming that the designed transgenes are capable of upregulating specific target transcripts. This selectivity was further demonstrated by showing overexpression of NRF1 and NRF2 in HEK293T cells promoted robust activation of co-transfected luciferase reporters PSMA4-ARE-LUC and NQO1-ARE-LUC, respectively (Figure 1D). These reporter plasmids harbor the ARE sequences from Proteasome Subunit Alpha Type-4 (*PSMA4*) and *NQO1*, which we previously demonstrated to specifically capture pharmacological activation of NRF1 and NRF2 activation in cells, respectively [26]. NRF3 overexpression promoted only a mild induction of either reporter, suggesting these plasmids were largely orthogonal reporters of NRF activity and that the NRF expression constructs in this work were sufficiently active to induce robust and distinct transcriptional programs in cells. 

### 3.2. Defining Transcriptomic and Proteomic Targets of NRF Family Members

To identify the transcripts, protein levels, and genetic programs regulated by NRF overexpression, we coupled our overexpression platform to a data acquisition and analysis pipeline consisting of RNA-sequencing in conjunction with mass spectrometry-based quantitative proteomics (Figure 2; Supplemental Figures S1–S3). This approach allowed for the detection of differentially expressed transcripts and proteins in HEK293T cells overexpressing the indicated NRF transgenes. The targets of NRF members were verified at the transcript and protein level by statistical significance testing and were then analyzed by pathway association programs such as Gene Set Enrichment Analysis (GSEA) [27,28] and Database for Annotation, Visualization and Integrated Discovery (DAVID) [29], as discussed below.

#### 3.2.1. RNA Sequencing-Based Analysis of NRF Transcriptional Targets

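The deposited gene table covers 12 RNA-seq libraries of HEK293T cells, a human embryonic kidney line. Empty vector and the NRF1, NRF2 and NRF3 transgenes each have 3 libraries, which the labels describe as independent experiments. The counts were made in the DNASTAR Lasergene Genomics Suite on the GRCh37.p13 build, and the version of the suite and its counting rules are not given in the sources used here. The table lists 38019 genes with estimated read counts, of which 26780 had at least 1 count in some library. A value of 0.009 stands for no count. Values were rounded to whole counts before testing, since 5.96% of the values of at least 0.5 were not whole. The total count per library was 13573453 to 13595481 (median 13583306) with empty vector and 13700620 to 13810535 (median 13728393) with NRF1. It was 13825932 to 14014316 (median 13907588) with NRF2 and 13452524 to 13772286 (median 13569109) with NRF3. Libraries were scaled by the trimmed mean of M values, and the 15135 genes that passed the filterByExpr function of edgeR were tested. Each transgene was compared with empty vector in 1 fit of all 12 libraries by edgeR's quasi-likelihood test, with p-values adjusted over all genes tested by the Benjamini-Hochberg procedure. A gene is called higher or lower at an adjusted p under 0.05. The same 3 empty vector libraries stand in each comparison, so the comparisons share their control error. Gene lists were tested with the camera function of limma at a preset correlation of 0.01 and again with an estimated correlation. Counts were simulated at the depth of these libraries, with 1 spread per gene for all 4 conditions. In these, 87.5% of genes changed 2-fold were called in the NRF1 comparison, 87.8% in the NRF2 comparison and 95.8% in the NRF3 comparison. For genes changed 1.5-fold the values were 48%, 59.2% and 60%. The real NRF3 libraries varied most (median SD per gene of 0.187 on the log2 scale, against 0.0884 with empty vector), so the NRF3 values may be too high. Positions on the genome are not given, because no annotation of GRCh37.p13 was used here.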

HEK293T cells overexpressing NRF1, NRF2, or NRF3 were harvested 24 h post-transfection for RNA-seq analysis of transcript abundance using biological triplicates for each condition. Volcano and MA plots (Bland–Altman plot) demonstrated the robustness of our overexpression systems at manipulating the transcriptome of target cells (Supplementary Figures S1–S3; Supplementary Table S1), and DESeq-based analysis was used to identify differently expressed transcripts. 

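HMOX1, which encodes the heme-degrading enzyme heme oxygenase 1, was higher with each of the 3 transgenes. Its level was 62.0 ± 3.89 CPM (SD, n = 3 libraries) with empty vector, 557 ± 74.3 with NRF1, 1396 ± 60.2 with NRF2 and 344 ± 38.1 with NRF3. The log2 fold changes over empty vector were 3.17 (standard error 0.11, adjusted p = 2.22e-11) with NRF1, 4.49 (SE 0.11, adjusted p = 6.6e-14) with NRF2 and 2.47 (SE 0.10, adjusted p = 8.09e-10) with NRF3 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GCLM, the modifier subunit of the enzyme that limits glutathione synthesis, rose as well, by 0.95 (standard error 0.09, adjusted p = 3.37e-05) with NRF1, 2.82 (SE 0.09, adjusted p = 1.35e-12) with NRF2 and 0.59 (SE 0.09, adjusted p = 0.0163) with NRF3. The call of GCLM with NRF3 was lost without each of empty vector replicates 1 and 2 and NRF3 replicate 1, with a log2 fold change of 0.51 to 0.65 and an adjusted p of at most 0.217 over the libraries left out. It was also lost with the replicate numbers as a block and with only the 2 compared groups in the fit. NQO1, a quinone reductase, went from 7.37 ± 0.906 to 48.4 ± 1.82 CPM with NRF2, a log2 fold change of 2.71 (standard error 0.13, adjusted p = 3.92e-10). It did not pass the test with NRF1 (0.01, adjusted p = 0.988) or NRF3 (0.15, adjusted p = 0.994). In direct tests NQO1 was higher with NRF2 than with NRF1 (log2 fold change 2.71, adjusted p = 4.83e-10) and than with NRF3 (2.57, adjusted p = 7.81e-10). NFE2L2, the gene of NRF2, had a mean of 91.7 CPM with empty vector and 10363 with NRF2, where reads of the transfected sequence are counted. NFE2L1 with NRF1 had a log2 fold change of 0.12, adjusted p = 0.602, and NFE2L3 with NRF3 had 0.15, adjusted p = 0.994. NRF1 and NRF3 were expressed from codon-optimized sequences, and whether reads of these are counted under NFE2L1 and NFE2L3 was not tested.

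**Figure D1:**
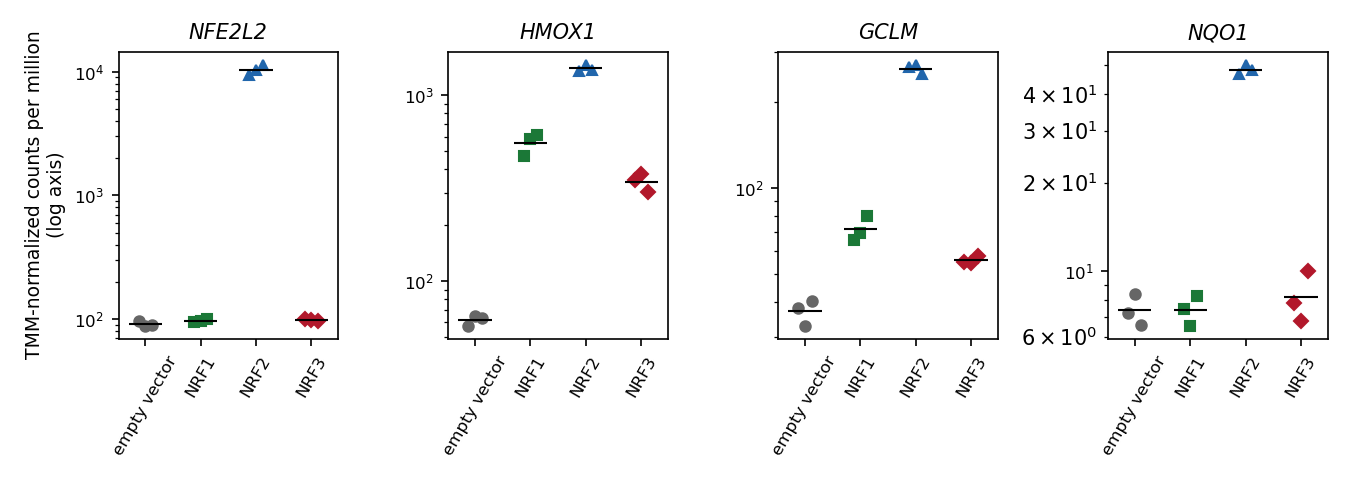
CPM, on a log axis, of NFE2L2, HMOX1, GCLM and NQO1 in each of the 12 libraries. Grey circles are empty vector, green squares NRF1, blue triangles NRF2 and red diamonds NRF3, and a line marks each mean; the 3 NRF2 libraries lie highest for each of the 4 genes.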

Of 38,020 actively transcribed genes in HEK293T cells, 3002 transcripts were collectively upregulated and 2229 transcripts were collectively downregulated by NRF family overexpression relative to transiently transfected empty vector controls (*p* < 0.05). Specifically, we found that expression of NRF1 (1456 upregulated, 1291 downregulated) and NRF2 (2140 upregulated, 1388 downregulated) induced robust transcriptional programs in cells, comprising 7.2% and 9.3% of the active transcriptome, respectively. 

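Of the 15135 genes tested, 720 were higher and 908 were lower with at least 1 of the 3 transgenes (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TRIB1, a pseudokinase that recruits a ubiquitin ligase, rose with NRF1 by a log2 fold change of 0.58 (standard error 0.08, adjusted p = 0.00123), and was lower with NRF2 than with NRF1 in a direct test (-0.47, adjusted p = 0.00210). ATF3, a transcription factor of the stress response, fell with NRF1, with a log2 fold change of -0.61 (standard error 0.09, adjusted p = 0.00426), and was higher with NRF2 than with NRF1 (0.63, adjusted p = 0.000886). SRXN1, which encodes sulfiredoxin, an enzyme that repairs oxidized peroxiredoxins, rose with NRF2 by 3.13 (standard error 0.11, adjusted p = 3.97e-12), and was higher with NRF2 than with NRF1 (2.95, adjusted p = 1.15e-11). Among the higher genes, 683 were called with NRF2 alone, 11 with NRF1 alone and 23 with NRF1 and NRF2. HMOX1 and GCLM were called with all 3 transgenes and HSPA6 with NRF2 and NRF3. Among the lower genes, 679 were called with NRF2 alone, 29 with NRF1 alone and 199 with NRF1 and NRF2. GH2, a growth hormone gene of the placenta, was called lower with all 3, and whether its counts are reads of vector sequence was not tested. A call with 1 transgene and not another does not show that the transgenes differ, which was tested directly for each gene. Leaving out 1 replicate of every condition left 150 higher and 243 lower genes without replicate 1, 371 and 486 without replicate 2, and 254 and 344 without replicate 3.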

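NRF2 had 709 genes higher and 879 lower than empty vector, and NRF1 had 36 higher and 229 lower (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are 10.5% and 1.75% of the genes tested. F2RL2, a receptor of the protease-activated family, rose with NRF2 by a log2 fold change of 7.29 (standard error 0.41, adjusted p = 4.52e-09), which was 6.75 to 8.51 over the libraries left out. OSGIN1, an oxidative stress response gene, rose by 6.51 (standard error 0.16, adjusted p = 6.6e-14) with NRF2, and SLC7A11, the cystine transporter, by 3.15 (SE 0.17, adjusted p = 7.3e-09). With NRF1, TUBB6, a tubulin, rose by 0.57 (standard error 0.07, adjusted p = 0.000833) and UNKL, a zinc finger protein, by 0.53 (SE 0.08, adjusted p = 0.00478). SEMA3C, a secreted guidance molecule, fell with both, with log2 fold changes of -0.98 (standard error 0.13, adjusted p = 0.00107) with NRF1 and -0.94 (SE 0.13, adjusted p = 0.000145) with NRF2. FOSL1, an AP-1 subunit, rose with NRF2 by 2.07 (standard error 0.24, adjusted p = 3.2e-05). Each of these genes kept its call without any single library. With an absolute log2 fold change above 1, 112 genes were higher and 153 lower with NRF2, and 2 and 23 with NRF1. With NRF1, 36 of the 36 higher and 217 of the 229 lower genes were also called by DESeq2, which called 133 and 275. With only the 2 compared groups in the fit, 946 genes were higher and 1043 lower with NRF1, and 1276 and 1443 with NRF2. The NRF1 counts were 7 higher and 40 lower without empty vector replicate 1, 8 and 76 without empty vector replicate 2, 7 and 35 without empty vector replicate 3, 7 and 37 without NRF1 replicate 2, and 7 and 26 without NRF1 replicate 3. The NRF2 counts were 344 and 500, 334 and 570, and 341 and 454 without empty vector replicates 1, 2 and 3, and 419 and 612, 418 and 509, and 401 and 540 without NRF2 replicates 1, 2 and 3. The NRF3 libraries enter the fit through its pooled dispersion, and without NRF3 replicates 2 and 3 the counts were 160 and 429, and 163 and 369 with NRF1, and 1057 and 1212, and 1001 and 1150 with NRF2.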

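HSPA6, an inducible member of the HSP70 chaperone family, rose with NRF3 from 0.636 ± 0.329 to 5.09 ± 0.533 CPM (SD, n = 3 libraries). This is a log2 fold change of 2.98 (standard error 0.26, adjusted p = 1.73e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HSPA6 rose by 1.47 (SE 0.31, adjusted p = 0.00607) with NRF2, and was lower with NRF2 than with NRF3 in a direct test (log2 fold change -1.51, adjusted p = 0.000363). With NRF1 it was 0.32 (SE 0.36, adjusted p = 0.697). HSPA6, HMOX1 and GCLM were the 3 genes higher with NRF3, and GH2 was the 1 gene lower (adjusted p = 1.73e-05), with 62 to 89 counts in the empty vector libraries and 0 in the NRF3 libraries. Whether the GH2 counts are reads of vector sequence was not tested. At an unadjusted p under 0.05, 622 genes passed with NRF3 in the edgeR test. This is 4.11% of the genes tested, no more than an exact test would give with no effect. The conditions differ in spread, so the test may not be exact, and this share does not show that the NRF3 changes are chance. DESeq2 called 5 higher and 3 lower at an adjusted p under 0.05. The median standard deviation of a gene's log2 CPM was 0.187 among the NRF3 libraries, against 0.0884 with empty vector, 0.105 with NRF1 and 0.122 with NRF2. Without NRF3 replicate 2 or 3, 5 genes were higher with NRF3, and without NRF3 replicate 1, 2 were lower. The call of GCLM with NRF3 was lost without empty vector replicate 1 or 2 or NRF3 replicate 1, where 2 genes were higher, with an adjusted p of at most 0.217. With the replicate numbers as a block and with only the 2 compared groups in the fit it was lost as well, and 2 genes were higher in each.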

Interestingly, we observed considerably fewer transcripts were regulated by NRF3 overexpression (176 upregulated, 404 downregulated; 1.5% of active transcriptome), suggesting that NRF3 may enact a more muted transcriptional profile than NRF1 or NRF2 in HEK293T cells. From GO term-based analyses using DAVID, transcripts upregulated by all NRFs were found to be involved in stress responses, proteostasis-associated biological pathways, and nucleotide-binding, whereas downregulated transcripts were associated with RNA metabolism and development (Figure 3, top). 

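HOX genes, the homeodomain factors that set position along the body axis, fell with NRF1 and NRF2. With NRF2, 28 of the 36 HOX genes tested were lower and none was higher (30 lower adjusted over the list alone), with a median log2 fold change of -0.72 (camera adjusted p = 7.7e-25, and adjusted p = 0.0258 with an estimated correlation). With NRF1, 13 were lower and none was higher (25 lower adjusted over the list alone; median -0.43, adjusted p = 5.14e-19, and adjusted p = 0.0362 with an estimated correlation). HOXD9 fell with NRF1, with a log2 fold change of -0.95 (standard error 0.11, adjusted p = 0.000616), and with NRF2, -1.56 (SE 0.12, adjusted p = 1.63e-07), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HOXB6 fell with NRF1 by 0.60 (standard error 0.08, adjusted p = 0.00116). HOXA10 was lower with NRF2 than with NRF1 in a direct test (-0.46, adjusted p = 0.000241). With NRF3, no HOX gene passed the edgeR test (3 lower at an unadjusted p under 0.05, and 0 by DESeq2), at a median of -0.11 (camera adjusted p = 1.37e-05, but adjusted p = 0.187 with an estimated correlation). Small nucleolar RNAs, many of which guide the modification of ribosomal RNA, were tested as 1 list with Cajal body RNA and host genes. This list fell in part. Of 81 tested, 6 were lower with NRF1 and 25 with NRF2 (24 and 36 adjusted over the list alone), at medians of -0.50 and -0.62 (camera adjusted p = 4.86e-11 and 1.29e-13, but adjusted p = 0.204 and 0.171 with an estimated correlation). With NRF3 none passed (11 lower and 3 higher at an unadjusted p under 0.05, and 0 by DESeq2). SNORD80 fell with NRF2, with a log2 fold change of -1.21 (standard error 0.20, adjusted p = 0.00120). Whether counts of a small nucleolar RNA are reads of its host gene was not tested. Of the NRF1 calls, 25 of the 36 higher and 200 of the 229 lower genes were also called in the same direction with NRF2, in comparisons that share their empty vector libraries. Simulated data with no effect and shared controls gave an overlap of at most 1 higher and 0 lower. These data had a mean of only 0.15 calls with NRF1, so they cannot show how far shared controls raise the overlap of longer lists. Across genes, which are not independent replicates, the fold changes with NRF1 and NRF2 had a correlation of 0.63. Simulated data with no effect and the same shared controls gave a mean of 0.50 and a maximum of 0.58, with 1 spread per gene for all 4 conditions. The covariance was 0.0794, against a simulated maximum of 0.0324. GH2, far lower with both transgenes, weighs in both measures. The real empty vector libraries varied least (median SD of log2 CPM 0.0884, against 0.105 with NRF1 and 0.122 with NRF2), so the simulated mean is not an exact benchmark. Less variable controls would lower this mean, so the difference in spread does not account for the higher real correlation. Differences between libraries that many genes share were not simulated. The number of HOX genes lower with NRF1 was 5, 6 and 4 without empty vector replicates 1, 2 and 3, and 5 and 4 without NRF1 replicates 2 and 3. The number of genes of the small nucleolar RNA list lower with NRF1 was 0, 2 and 1 without empty vector replicates 1, 2 and 3, and 1 and 0 without NRF1 replicates 2 and 3, and 16 and 11 without NRF3 replicates 2 and 3.

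**Figure D2:**
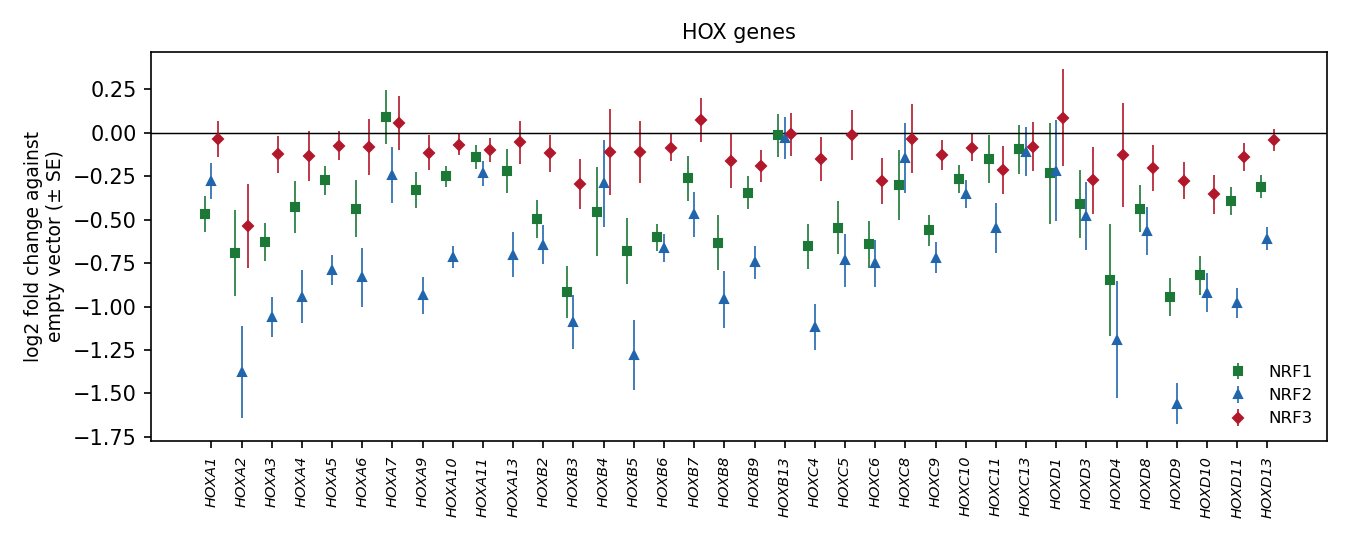
Log2 fold change over empty vector of the 36 HOX genes tested with NRF1, NRF2 and NRF3, with bars of 1 standard error. No HOX gene is called higher with any of the 3 transgenes, and 13, 28 and 0 are called lower.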

As expected, transcripts upregulated by NRF2 are involved in transcriptional responses to radiation, ultraviolet exposure, endoplasmic reticulum stress, and inflammation, among other pathways associated with oxidative stress (Figure 3). 

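Genes of protein folding in the endoplasmic reticulum (ER) and of the unfolded protein response rose with NRF2. Of 43 tested, 25 were higher and 0 lower (29 higher and 1 lower adjusted over the list alone), with a median log2 fold change of 0.30 (camera adjusted p = 6.47e-15, and adjusted p = 0.0378 with an estimated correlation). HSPA5, the HSP70 chaperone of the ER, rose by 0.52 (standard error 0.07, adjusted p = 0.000168) and MANF, a secreted ER stress protein, by 0.49 (SE 0.07, adjusted p = 0.000298), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HSPA5 was higher with NRF2 than with NRF1 in a direct test (0.32, adjusted p = 0.0299). The number of ER genes higher with NRF2 was 15 and 15 without empty vector replicates 1 and 2, and the number lower was 1 without NRF3 replicate 3. Of 28 genes of ATF4 and the amino acid response, 12 were higher and 1 lower with NRF2 (15 and 2 adjusted over the list alone; median 0.20, camera adjusted p = 4.07e-06, and adjusted p = 0.0234 with an estimated correlation). CHAC1, which degrades glutathione, rose by 1.16 (standard error 0.20, adjusted p = 0.00126), SLC3A2, the partner of the cystine transporter, by 0.71 (SE 0.08, adjusted p = 4.06e-05), and DDIT4, an inhibitor of mTORC1, fell, with a log2 fold change of -0.76 (standard error 0.15, adjusted p = 0.00384). The number of these genes higher was 6 and 7 without empty vector replicates 2 and 3. Of 13 genes of inflammation and NF-kB, 2 were higher with NRF2 (2 adjusted over the list alone), namely TNFAIP2, 1.70 (standard error 0.23, adjusted p = 0.000164), and IL6R, the interleukin 6 receptor, 1.02 (SE 0.27, adjusted p = 0.0221). The list as a whole did not pass (camera adjusted p = 0.223). The call of IL6R with NRF2 was lost without each of empty vector replicates 1, 2 and 3 and NRF2 replicates 1 and 2, with a log2 fold change of 0.86 to 1.13 and an adjusted p of at most 0.104 over the libraries left out. The number of the 13 called was 1, 1 and 1 without empty vector replicates 1, 2 and 3, and 1 without NRF2 replicate 1. Whether p53, a factor of the DNA damage response, is active in these cells was not tested. Levels of its targets therefore do not measure a response to radiation here. Of 27 targets of p53, 1 was higher and 2 were lower (1 and 2 adjusted over the list alone). The higher one was CDKN1A, a cell cycle inhibitor, 0.43 (standard error 0.10, adjusted p = 0.0147), and the lower ones were the damage recognition gene DDB2, -0.49 (SE 0.08, adjusted p = 0.00136), and PIDD1, -1.18 (SE 0.17, adjusted p = 0.000330). The call of CDKN1A with NRF2 was lost without each of empty vector replicates 2 and 3 and NRF2 replicates 1 and 2, with a log2 fold change of 0.39 to 0.50 and an adjusted p of at most 0.0708 over the libraries left out. The number of p53 targets higher was 0 and 0 without empty vector replicates 2 and 3, and 0 and 0 without NRF2 replicates 1 and 2, and 2 and 2 without NRF3 replicates 2 and 3.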

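CUL4A, a scaffold of cullin ubiquitin ligases, had a log2 fold change of 0.25 (standard error 0.07, adjusted p = 0.102) with NRF1, which did not pass the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 51 ubiquitin genes and ubiquitin-conjugating enzymes, 0 were called with NRF1 (0 adjusted over the list alone; 9 higher and 1 lower at an unadjusted p under 0.05, and 0 by DESeq2). Their median log2 fold change was 0.06 (camera adjusted p = 0.0131, but adjusted p = 0.377 with an estimated correlation and 0.0566 without replicate 3 of each condition). Of 49 subunits of chromatin remodelling complexes, 0 were called (0 adjusted over the list alone; 7 higher and 1 lower at an unadjusted p under 0.05, and 0 by DESeq2), at a median of 0.06 (camera adjusted p = 0.0244, but adjusted p = 0.530 with an estimated correlation, 0.139 without replicate 2 and 0.0560 without replicate 3 of each condition). RUVBL2, a helicase of these complexes, was at 0.17 (standard error 0.06, adjusted p = 0.177). Among 57 cell adhesion receptors, 3 fell with NRF1 and 0 rose (5 lower adjusted over the list alone; camera adjusted p = 0.277). FLRT3, a receptor of axon guidance, fell, with a log2 fold change of -0.86 (standard error 0.11, adjusted p = 0.00116), as did NRP1, a receptor of semaphorins, -0.51 (SE 0.08, adjusted p = 0.00478), and PCDH9, a protocadherin, -0.28 (SE 0.06, adjusted p = 0.0359). The call of PCDH9 with NRF1 was lost without each of empty vector replicates 1, 2 and 3 and NRF1 replicates 1, 2 and 3, with a log2 fold change of -0.31 to -0.23 and an adjusted p of at most 0.199 over the libraries left out. It was also lost without NRF2 replicate 2 and NRF2 replicate 3 (adjusted p = 0.0512 and 0.0520), and the number of receptors lower was 5 without NRF3 replicate 2. Of 16 Hedgehog pathway genes, 0 passed with NRF1 (0 adjusted over the list alone; 5 lower and 1 higher at an unadjusted p under 0.05, and 0 by DESeq2). GAS1, a coreceptor of Sonic hedgehog, was at -0.35 (standard error 0.11, adjusted p = 0.119) and GLI1, the transcription factor of the pathway, at -0.50 (SE 0.16, adjusted p = 0.130). GAS1 was the 1 gene of this list lower without NRF3 replicate 3 (adjusted p = 0.0342). The median of the list was -0.22 (camera adjusted p = 0.00466, but adjusted p = 0.299 with an estimated correlation and 0.0668 without replicate 1 of each condition). With NRF2, GAS1 fell, with a log2 fold change of -0.75 (standard error 0.11, adjusted p = 0.000410).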

NRF1-upregulated transcripts are associated with the processes of ubiquitination and chromatin remodeling and downregulated targets include those related to cell adhesion and the Sonic hedgehog pathway involved in embryonic development. NRF3-regulated transcripts are associated with the extracellular matrix, as well as an upregulation of transcripts related to the proteasome and downregulation of transcripts related to the cellular response to organic nitrogen. 

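LAMB2, a laminin chain, had a log2 fold change of -0.24 (standard error 0.11, adjusted p = 0.994) with NRF3 and COL3A1, a fibrillar collagen, 0.38 (SE 0.20, adjusted p = 0.994), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 88 genes of the extracellular matrix, 0 were called with NRF3 (0 adjusted over the list alone; 0 higher and 1 lower at an unadjusted p under 0.05, and 0 by DESeq2), and the list did not pass (camera adjusted p = 0.633, but lower at 0.00428 without replicate 2 and higher at 0.00173 without replicate 3 of each condition). Of 33 proteasome subunits, 0 were called with NRF3 (0 adjusted over the list alone; 0 at an unadjusted p under 0.05, and 0 by DESeq2), although 32 of the 33 fitted values were above 0. PSMD7, a subunit of the regulatory particle, was at 0.17 (standard error 0.08, adjusted p = 0.994). The median of the subunits was 0.06 (camera adjusted p = 0.00208, but adjusted p = 0.546 with an estimated correlation, 0.100 without replicate 1 and 0.915 without replicate 3 of each condition). Without NRF3 replicate 3 alone, the median with NRF3 was -0.01. A list for the response to organic nitrogen was not analysed here.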

A comprehensive list of differentially regulated transcripts used for DAVID-based analysis of differential and overlapping targets can be found in Supplementary Table S2.

#### 3.2.2. Defining a Core Set of NRF2 Target Genes

Recently a report from Liu et al. used a tetracycline-inducible system to evaluate the transcriptional effects of NRF activation in U2OS cells [19]. As this work is the only other to comparatively profile the three NRF family members, we sought to generate consensus gene sets for the three NRF family members derived from our transcriptional profiling (hereafter referred to as “Ibrahim”) compared to the work of Liu et al. (hereafter referred to as “Liu”). We first characterized NRF2, as its expression profile has been best characterized in the literature and it induced the most robust transcriptional profile in cells. Approximately thirty percent of the differentially expressed transcripts we identified were corroborated by the Liu gene set (Figure 4A; Supplementary Table S3). A linear regression analysis comparing the mean log_2_ fold change of the RPKM values in cells overexpressing NRF2 relative to a vector control displayed a moderate correlation (r^2^ = 0.53) between differentially expressed transcripts identified by the Liu RNA-seq study and this work (Figure 4B). Among differentially expressed transcripts shared between Liu and Ibrahim, we observed a strong correlation of the log_2_ fold changes at the protein and transcript level (r^2^ = 0.86) (Figure 4C; Supplementary Table S4). This ultimately allowed us to generate a consensus gene set of 239 high confidence NRF2-regulated genes, which incorporates our proteomic and transcriptional profiling (Supplementary Table S5).

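GSR, which reduces oxidized glutathione, rose at the transcript level with NRF2 by a log2 fold change of 1.52 (standard error 0.08, adjusted p = 9.04e-10) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the paper's protein ratio of NRF2 to empty vector is 1.40. ME1, a cytosolic source of NADPH, rose by 1.42 (standard error 0.08, adjusted p = 3.85e-09), and the paper's protein ratio is 1.35. GCLC, the catalytic partner of GCLM, rose by 0.79 (standard error 0.07, adjusted p = 7.57e-07), and the paper's ratio is 1.19. The paper's ratios are linear, while the transcript changes are on the log2 scale. On the log2 scale the ratios of GSR, ME1 and GCLC are 0.490, 0.429 and 0.255. For HMOX1 and GCLM, both higher as transcripts with NRF2, the paper's ratios are 3.63 and 1.99. Of the genes found at the protein level, 14 had a higher transcript with NRF2, and 12 of these 14 have a ratio above 1 in the paper's table, as do 12 of the other 15 genes found. The exceptions are FTL, the ferritin light chain, whose transcript rose by 1.44 (standard error 0.08, adjusted p = 2.65e-09) beside a paper's ratio of 0.804, and BLVRB, a biliverdin reductase, 0.53 (SE 0.12, adjusted p = 0.0104) beside 0.989. The call of BLVRB with NRF2 was lost without each of empty vector replicates 1 and 3, with a log2 fold change of 0.50 to 0.59 and an adjusted p of at most 0.0559 over the libraries left out. FTH1, the ferritin heavy chain, rose by 0.92 (standard error 0.07, adjusted p = 3.68e-07) with a ratio of 1.09. The ratios are from Table S4, of which 1852 of 3755 proteins were in the copy used here, with 29 of 78 genes found, and some were seen before the genes were chosen. Their spectral counts are 6 for FTL, 5 for BLVRB, 6 for ME1 and 2 for GCLC, against 42 for HMOX1 and 24 for GSR. Errors of the ratios were not analysed here. No correlation across the shared transcripts was computed, because the set of Liu et al. was not analysed here.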

We next analyzed our RNA-seq data using GSEA to determine which transcriptional programs were most significantly modulated in response to NRF2 overexpression. For this analysis, we used a curated list of 6960 gene sets from the Molecular Signatures Database (MSigDB), a collection that spans many cellular pathways, treatment conditions, disease states, and cell types (Supplementary Table S6; Supplementary Figure S4). Of these gene sets, our data indicated that MTORC1 signaling (MSigDB: M5924), reactive oxygen species (ROS) pathways (MSigDB: M5938), NRF2 Q4 (MSigDB: M14141), and Biocarta ARENRF2 pathway (MSigDB: M14339) were most significantly enriched in cells overexpressing NRF2 (nominal *p*-value < 0.002; Figure 4D). In addition to the curated gene sets, we concurrently analyzed four gene sets derived from our transcriptomic and proteomic profiling. 

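Known NRF2 target genes rose with NRF2, with 36 of 51 higher and none lower (39 higher adjusted over the list alone). Their median log2 fold change was 0.91 (camera adjusted p = 4.46e-42, and adjusted p = 0.00791 with an estimated correlation). With NRF1, 2 of these genes were higher (4 adjusted over the list alone), and with NRF3, 2 (2 adjusted over the list alone), HMOX1 and GCLM in both. The number higher with NRF1 was 4 and 4 without NRF3 replicates 2 and 3. Without empty vector replicate 1 or 2 or NRF3 replicate 1, 1 was higher with NRF3. TXNRD1, thioredoxin reductase 1, rose with NRF2 by 2.26 (standard error 0.06, adjusted p = 3.92e-13) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes of NADPH production, which fuels the reduction of glutathione and thioredoxin, rose in part, with 6 of 19 higher (8 adjusted over the list alone; median 0.17, camera adjusted p = 1.89e-05, and adjusted p = 0.0291 with an estimated correlation). TALDO1 and PGD, enzymes of the pentose phosphate pathway, rose by 0.76 (standard error 0.06, adjusted p = 9.16e-07) and 0.88 (SE 0.08, adjusted p = 1.01e-06). Of 32 genes of iron and heme handling, 10 were higher and 1 lower (10 and 1 adjusted over the list alone; camera adjusted p = 0.000112, but adjusted p = 0.0663 with an estimated correlation). The lower gene of this list was not called without empty vector replicate 1 or 2 or NRF3 replicate 1, or any 1 NRF1 or NRF2 replicate. ALAS1, the first enzyme of heme synthesis, rose with NRF1 by 0.43 (standard error 0.07, adjusted p = 0.00478) and with NRF2 by 1.03 (SE 0.07, adjusted p = 2.86e-08). Of 8 genes of Cap'n'collar factors, small MAF factors and the NRF2 adaptor KEAP1, 4 were higher with NRF2 (4 adjusted over the list alone; camera adjusted p = 1.58e-07, but adjusted p = 0.0587 with an estimated correlation). They are KEAP1, the transfected NFE2L2, MAFG, a dimer partner of NRF2, 1.48 (standard error 0.18, adjusted p = 4.35e-05), and BACH1, a repressor at the same elements, 0.79 (SE 0.10, adjusted p = 0.000111). Without the 3 transfected genes, a test chosen after the data were seen, 3 of the 5 left were higher (3 adjusted over the list alone), and the camera adjusted p was 9.66e-05, and 0.0898 with an estimated correlation.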

“NRF2 consensus RNA” genesets contain significantly upregulated or downregulated transcripts shared by Ibrahim and Liu, and the “NRF2 consensus RNA + Protein” gene set includes the NRF consensus RNA set but is restricted to genes whose protein levels are also significantly altered relative to vector controls. GSEA indicated these were among the most significantly up and downregulated sets evaluated relative to 6690 other gene sets used in this work (Figure 4D). Lastly, GO term (DAVID)-based analysis of the consensus upregulated gene sets indicated a strong association with elements of the ROS pathway (GO = 0006979; *p* < 0.01; Figure 4E; Supplementary Table S7). Together, this data agrees well with reported NRF2-controlled gene sets, suggesting our overexpression and profiling platform was suitable to evaluate the genetic targets of the less explored transcription factors NRF1 and NRF3.

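Genes of the glutathione and thioredoxin systems, which remove reactive oxygen species, rose in part with NRF2. Of 51 tested, 13 were higher and 0 lower (13 higher adjusted over the list alone), with a median log2 fold change of 0.07 (camera adjusted p = 5.8e-06, but adjusted p = 0.303 with an estimated correlation). PRDX1, a peroxiredoxin, rose with NRF2 by 0.49 (standard error 0.08, adjusted p = 0.000905), GSTP1, a glutathione transferase, by 0.55 (SE 0.08, adjusted p = 0.000307), and CBR3, a carbonyl reductase, by 1.85 (SE 0.17, adjusted p = 1.49e-06), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. KEAP1, the adaptor that directs NRF2 to degradation, rose by 0.97 (standard error 0.07, adjusted p = 4.73e-08). The full consensus sets were not analysed here, and the 30 NRF2 genes of Table 1 were used instead. Of these, 18 were higher with NRF2 (23 adjusted over the list alone; median 0.43, camera adjusted p = 4.4e-23, and adjusted p = 0.0234 with an estimated correlation). MGST1, a glutathione transferase of Table 1, rose by 0.46 (standard error 0.09, adjusted p = 0.00366). The paper's text names MST1 as a canonical NRF2 target, but Table 1 lists MGST1 and no MST1. Which gene the text means is thus unclear, and MST1 may stand for MGST1. The gene counted as MST1 fell with NRF2, with a log2 fold change of -1.13 (standard error 0.26, adjusted p = 0.0125). The call of MST1 with NRF2 was lost without each of empty vector replicate 1 and NRF2 replicates 2 and 3, with a log2 fold change of -1.48 to -0.98 and an adjusted p of at most 0.0618 over the libraries left out. The study chose these genes in part on the same libraries, so the count is not independent evidence of their direction. With NRF1, 2 of them were higher (3 adjusted over the list alone, and 5 without NRF3 replicate 2), and with NRF3, 2 (2 adjusted over the list alone, and 1 without empty vector replicate 1 or 2 or NRF3 replicate 1).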

#### 3.2.3. Defining a Core Set of NRF1 Target Genes

We next analyzed the resulting transcriptomes and proteomes of HEK293T cells overexpressing NRF1 using the analysis pipeline described above. Approximately twenty-two percent of the differentially expressed transcripts identified by our RNA-seq analysis of cells overexpressing NRF1 were corroborated by the Liu set (Figure 5A). Linear regression analysis comparing the mean log_2_ fold change of the RPKM values in cells overexpressing NRF1 relative to vector controls demonstrated a moderate correlation (r^2^ = 0.49) between the Liu study and ours (Figure 5B). Likewise, these differentially controlled transcripts common to the Liu study, and this work was found to be correlated with the log_2_ fold changes at the protein level (r^2^ = 0.49) (Figure 5C). These analyses suggest a high confidence set of 248 genetic targets regulated by NRF1.

GSEA of our RNA-sequencing dataset indicated that the most significantly upregulated gene sets associated with NRF1 overexpression corresponded to mRNA splicing (MSigDB: M14033, ES = 0.6), IL12 Signaling (MSigDB: M27894, ES = 0.6) and MYC targets (MSigDB: M5928, ES = 0.6; Supplementary Figure S5). 

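HNRNPAB, an RNA-binding protein of the spliceosome, had a log2 fold change of 0.24 (standard error 0.08, adjusted p = 0.121) with NRF1 and CTNNBL1, a component of splicing complexes, 0.27 (SE 0.09, adjusted p = 0.126), neither past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 94 splicing factors, 0 were called with NRF1 (0 adjusted over the list alone; 15 higher and 2 lower at an unadjusted p under 0.05, and 0 by DESeq2). Their median log2 fold change was 0.07 (camera adjusted p = 0.00308, but adjusted p = 0.229 with an estimated correlation). Without NRF3 replicate 3, 2 were higher, HNRNPAB and CTNNBL1 (adjusted p = 0.0226 and 0.0451). MYC, a transcription factor of growth, was at 0.22 (standard error 0.06, adjusted p = 0.0967) with NRF1. Of 8 genes of MYC and its direct partners, 0 passed (1 higher adjusted over the list alone; 1 at an unadjusted p under 0.05, and 1 by DESeq2; camera adjusted p = 0.688). MYC was called without NRF3 replicates 2 and 3 (adjusted p = 0.0470 and 0.0334), as the 1 gene of this list. Genes of ribosome biogenesis in the nucleolus, many of them known MYC targets, had a median of 0.13 over 53 genes (camera adjusted p = 5.67e-08, but adjusted p = 0.0663 with an estimated correlation). LYAR, a nucleolar protein, was the 1 member called higher (1 adjusted over the list alone), at 0.34 (standard error 0.08, adjusted p = 0.0317). The call of LYAR with NRF1 was lost without each of empty vector replicates 1, 2 and 3 and NRF1 replicates 2 and 3, with a log2 fold change of 0.30 to 0.39 and an adjusted p of at most 0.180 over the libraries left out. The number of nucleolar genes higher was 0, 0 and 0 without empty vector replicates 1, 2 and 3, and 0 and 0 without NRF1 replicates 2 and 3, and 2 and 2 without NRF3 replicates 2 and 3. FBL, the methyltransferase fibrillarin, was at 0.23 (standard error 0.07, adjusted p = 0.125). Genes of interleukin 12 signaling were not analysed here.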

Unlike NRF2, there are only two potential NRF1-related genesets in the MSigDB, NRF1 Q6 (MSigDB: M2907) and NFE2L1 Target Genes ID (MSigDB: M30085), which correspond to genes containing predicted NRF1 binding sites in their genetic loci and do not indicate if the transcription is up or downregulated in response to NRF1 activation [16,17]. Accordingly, these sets were not significantly enriched by NRF1 overexpression in this work (Figure 5D). GO term analysis of our high confidence set of 236 genes upregulated by NRF1 indicated that in addition to the proteasome-related genes (e.g., *PSMB5*, *PSMC3*, *PSMD6*), NRF1 activation additionally promotes the upregulation of gene products involved in protein folding, including multiple classes of chaperones (GO = 0051082; *p* < 0.005; Figure 5E; Supplementary Table S8). 

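PSMB5, a catalytic subunit of the proteasome, had a log2 fold change of 0.10 (standard error 0.08, adjusted p = 0.578) with NRF1, PSMC3, an ATPase of the regulatory particle, 0.12 (SE 0.06, adjusted p = 0.296) and PSMD6, a subunit of its lid, 0.07 (SE 0.07, adjusted p = 0.656), none past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 33 proteasome subunits, 0 were called with NRF1 (0 adjusted over the list alone; 5 higher at an unadjusted p under 0.05, and 0 by DESeq2). Their median was 0.06 (camera adjusted p = 0.0471, but adjusted p = 0.706 with an estimated correlation, 0.0539 with the replicate numbers as a block, 0.0812 with at least 10 counts in every library, and 0.114 without replicate 1 and 0.250 without replicate 3 of each condition). With NRF2, 4 subunits rose (4 adjusted over the list alone; median 0.10, camera adjusted p = 0.00345, but adjusted p = 0.557 with an estimated correlation), namely PSMC5, 0.36 (standard error 0.07, adjusted p = 0.00332), PSMD11, 0.37 (SE 0.08, adjusted p = 0.00768), PSMD12, 0.28 (SE 0.06, adjusted p = 0.00874), and PSMC1, 0.26 (SE 0.08, adjusted p = 0.0411). The call of PSMD11 with NRF2 was lost without empty vector replicate 2, with a log2 fold change of 0.32 to 0.41 and an adjusted p of at most 0.0509 over the libraries left out. The call of PSMC1 with NRF2 was lost without each of empty vector replicates 1, 2 and 3 and NRF2 replicates 2 and 3, with a log2 fold change of 0.22 to 0.32 and an adjusted p of at most 0.150 over the libraries left out. It was also lost without NRF1 replicate 1, NRF1 replicate 2, NRF1 replicate 3 and NRF3 replicate 1, with an adjusted p of at most 0.0607. The number higher with NRF2 was 2 without empty vector replicate 2. Of the 11 proteasome and chaperone genes that the text names for NRF1, 0 were called with NRF1 (0 adjusted over the list alone; 4 higher at an unadjusted p under 0.05, and 0 by DESeq2). Their median was 0.12 (camera adjusted p = 0.00361, but adjusted p = 0.391 with an estimated correlation), and as the study chose them on these libraries, their direction is not independent evidence. The fitted log2 fold changes of the 11 genes were -0.02 to 0.18. In the simulated data, 12% of the smallest changes were called with NRF1, and those changes were larger than these. The 0 calls therefore do not show that the 11 genes are unchanged.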

Although it is unclear if these chaperone genes are direct targets of NRF1, the consensus identification of chaperones in the Liu and Ibrahim RNA-seq analyses indicate a functional link between NRF1 activity and adaptive remodeling of cellular proteostasis in response to cellular stress.

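DNAJA1, a co-chaperone of HSP70, rose with NRF1 by a log2 fold change of 0.34 (standard error 0.06, adjusted p = 0.0105) and with NRF2 by 0.41 (SE 0.06, adjusted p = 0.000307) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DNAJB11, a co-chaperone of the ER, rose by 0.28 (standard error 0.07, adjusted p = 0.0415) with NRF1 and 0.58 (SE 0.07, adjusted p = 3.44e-05) with NRF2. The calls of DNAJA1 and DNAJB11 with NRF1 were lost without each of empty vector replicates 1, 2 and 3 and NRF1 replicates 2 and 3, with adjusted p of at most 0.0910 and 0.222. The call of DNAJB11 was also lost without NRF2 replicate 2, NRF2 replicate 3 and NRF3 replicate 1 (adjusted p = 0.0567, 0.0646 and 0.0522). DNAJA1 and DNAJB11 were the 2 of 38 J-domain co-chaperones called higher with NRF1 (5 adjusted over the list alone; camera adjusted p = 0.0425, but adjusted p = 0.423 with an estimated correlation, 0.0748 with at least 10 counts in every library, and 0.109 without replicate 2 and 0.173 without replicate 3 of each condition), and the number was 0, 0 and 0 without empty vector replicates 1, 2 and 3, and 0 and 0 without NRF1 replicates 2 and 3, and 1 and 1 without NRF2 replicates 2 and 3, and 1, 4 and 4 without NRF3 replicates 1, 2 and 3. With NRF2, 8 were higher and 1 lower (12 and 2 adjusted over the list alone), and the number higher was 4, 4 and 4 without empty vector replicates 1, 2 and 3, and 4 and 5 without NRF2 replicates 2 and 3. The number lower was 0 and 0 without empty vector replicates 1 and 2, and 0 and 0 without NRF2 replicates 1 and 3, and 0 without NRF1 replicate 2. Targets of heat shock factor 1 had medians of 0.19 with NRF1, 0.15 with NRF2 and 0.11 with NRF3 over 24 genes (camera adjusted p = 3.76e-06, 3.29e-05 and 2.21e-08, but adjusted p = 0.0844, 0.111 and 0.0587 with an estimated correlation). Of these, 1, 8 and 1 were called (13, 8 and 2 adjusted over the list alone). DNAJB4 rose with NRF2 by 0.96 (standard error 0.12, adjusted p = 7.27e-05). Genes of the HSP90 system had a median of 0.15 with NRF1, where 0 of 18 were called (6 adjusted over the list alone; 7 higher at an unadjusted p under 0.05, and 6 by DESeq2; camera adjusted p = 3.39e-06, but adjusted p = 0.0908 with an estimated correlation). FKBP4, a co-chaperone of HSP90, was at 0.24 (standard error 0.06, adjusted p = 0.0530), and was 1 of the genes of this list called, 4 and 4 without NRF3 replicates 2 and 3 (adjusted p = 0.0187 and 0.0180). With NRF1, the number of heat shock factor 1 targets called was 0, 0 and 0 without empty vector replicates 1, 2 and 3, and 0 and 0 without NRF1 replicates 2 and 3, and 5 and 5 without NRF3 replicates 2 and 3, and with NRF3 it was 3 without NRF3 replicate 3. With NRF2, 0 of them were lower, and 2 without NRF3 replicate 3. From the chaperones shared with the data of Liu et al., the paper proposes a link between NRF1 activity and the remodeling of proteostasis under stress, and states that it is unclear whether these genes are direct targets.

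**Figure D3:**
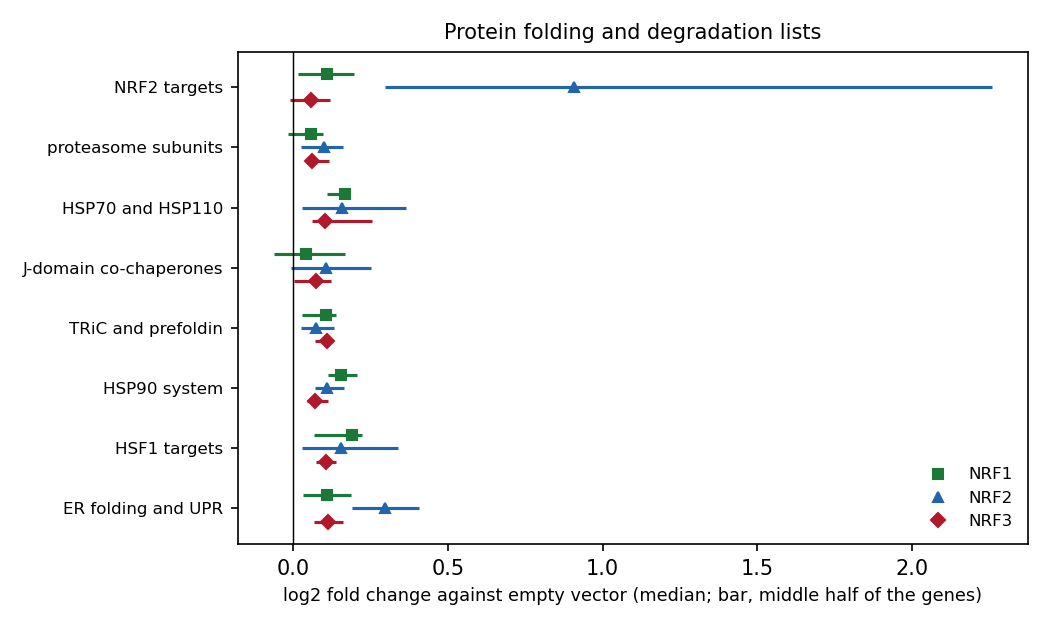
Log2 fold change over empty vector with NRF1, NRF2 and NRF3 for 8 lists of protein folding and degradation genes, where each point is the median of a list's genes and each bar spans them from the first to the third quartile. Medians of the heat shock factor 1 targets are 0.19, 0.15 and 0.11.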

#### 3.2.4. Defining a Core Set of NRF3 Target Genes

Applying the same RNA-seq analysis pipeline to samples overexpressing NRF3, 23 differentially regulated transcripts were found to be shared between the Liu dataset and those found in this work (Figure 6A). Of these, four gene products (HMOX1, CMAS, GCLM, and F1F0) were additionally found by our mass spectrometry-based analysis to be regulated at the protein level by NRF3 overexpression. 

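HMOX1 and GCLM were the 2 genes called higher with NRF3 among the 7 that Table S3 lists as raised in both data sets (3 adjusted over the list alone; 4 at an unadjusted p under 0.05). The list's median log2 fold change was 0.17 (camera adjusted p = 4.54e-11, and adjusted p = 0.0291 with an estimated correlation). Of the 15 genes listed as lowered, 0 were called with NRF3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (1 adjusted over the list alone; 7 at an unadjusted p under 0.05, and 1 by DESeq2), at a median of -0.22 (camera adjusted p = 1.12e-12, and adjusted p = 0.0196 with an estimated correlation). PLAT, the tissue plasminogen activator, was at -0.17 (standard error 0.07, adjusted p = 0.994) and NOG, an inhibitor of bone morphogenetic proteins, at -0.22 (SE 0.13, adjusted p = 0.994). Both fell with NRF2, with log2 fold changes of -0.56 (standard error 0.08, adjusted p = 0.000145) for PLAT and -0.85 (SE 0.14, adjusted p = 0.00115) for NOG. CITED2, a transcriptional regulator, fell with NRF2, -0.71 (standard error 0.09, adjusted p = 9.38e-05), and was at -0.13 (SE 0.09, adjusted p = 0.994) with NRF3. Over the 15 genes, 6 were lower and 2 higher with NRF2 (8 and 2 adjusted over the list alone). The 2 that rose are CDKN1A, an inhibitor of the cell cycle, at 0.43 (standard error 0.10, adjusted p = 0.0147), and CCNJL, a cyclin-like gene, at 0.49 (SE 0.14, adjusted p = 0.0344). The call of CDKN1A with NRF2 was lost without each of empty vector replicates 2 and 3 and NRF2 replicates 1 and 2, with a log2 fold change of 0.39 to 0.50 and an adjusted p of at most 0.0708 over the libraries left out. The call of CCNJL with NRF2 was lost without each of empty vector replicates 1, 2 and 3 and NRF2 replicates 1 and 3, with a log2 fold change of 0.35 to 0.58 and an adjusted p of at most 0.174 over the libraries left out. As a result, the number higher with NRF2 was 1, 0 and 0 without empty vector replicates 1, 2 and 3, and 0, 1 and 1 without NRF2 replicates 1, 2 and 3. The study chose both lists on these libraries, so their directions are not independent evidence. The 7 raised genes had 1 call without empty vector replicate 1 or 2 or NRF3 replicate 1, where the call of GCLM was lost, and 1 call with the replicate numbers as a block and with only the 2 compared groups in the fit. The copy of Table S3 used here holds 22 NRF3 genes, 1 fewer than the paper's text gives.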

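H1F0, a linker histone, fell with NRF1, with a log2 fold change of -0.62 (standard error 0.08, adjusted p = 0.000965), and with NRF2, -1.05 (SE 0.08, adjusted p = 1.91e-07), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With NRF3 it was at -0.37 (SE 0.08, adjusted p = 0.416), at an unadjusted p of 0.000220, and DESeq2 called it lower. The paper's linear protein ratios of H1F0 to empty vector are 0.819 with NRF2 and 0.923 with NRF3. On the log2 scale these are -0.288 and -0.116. CMAS, an enzyme that activates sialic acid, was at 0.15 (standard error 0.06, adjusted p = 0.994) with NRF3, at an unadjusted p of 0.0306, and rose with NRF2 by 0.27 (SE 0.06, adjusted p = 0.0126). The call of CMAS with NRF2 was lost without each of empty vector replicates 1 and 2 and NRF2 replicate 2, with a log2 fold change of 0.24 to 0.30 and an adjusted p of at most 0.0654 over the libraries left out. The paper's linear protein ratio of CMAS is 1.19 with NRF3 and 1.08 with NRF2. On the log2 scale these are 0.246 and 0.106, at a spectral count of 4. For HMOX1 and GCLM with NRF3, both called higher as transcripts, the paper's protein ratios are 1.49 and 1.04. On the log2 scale these are 0.572 and 0.0519. The call of GCLM with NRF3 was lost without empty vector replicate 1 or 2 or NRF3 replicate 1 (adjusted p at most 0.217), with the replicate numbers as a block and with only the 2 compared groups in the fit. In direct tests H1F0 was lower with NRF2 than with NRF3 (log2 fold change -0.68, adjusted p = 4.31e-05), and CMAS did not differ past the threshold (0.12, adjusted p = 0.305).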

(Figure 6B). This consensus set of four proteins was insufficient to gain meaningful GO term analysis using DAVID, limiting our ability to define a clear NRF3 gene set through this analysis (Supplementary Figure S6).

### 3.3. Identifying the Co-Expression Patterns of NRF Target Genes across Human Tissues

The gene sets defined herein, especially those for NRF1 and NRF2, provide new opportunities to define selective activation of these transcription factors in cellular models. However, we sought to expand this study to determine the integrity of these gene sets for defining activation of these transcriptional programs in human tissues. A challenge in applying this gene set-based approach to in vivo models is the potential for differential regulation of these pathways in different tissues. For example, core NRF2 target genes identified in our study may be similarly regulated in some tissues but not others. Further, genes identified as targets of NRF transcription factors herein could demonstrate tissue-specific regulation by other transcription factors that reduce their fidelity for selectively reporting on NRF activation. One way to address these potential challenges is to identify subsets of the genesets defined herein that report on NRF transcription factor activity in different tissues.

Recently, a collaborative effort to comprehensively profile the diverse transcriptional programs enacted across tissues has led to the inception of the Genotype-Tissue Expression Project (GTEx). GTEx catalogs the RNA-sequencing-based quantification of transcript levels from 54 postmortem tissues derived from over 1000 individuals, providing a unique opportunity to probe the coordinated regulation of specific genes across multiple tissues. Given the comprehensiveness of this dataset, we leveraged the GTEx database to determine if the high confidence, consensus gene sets generated for NRF transcription factors were co-regulated across tissues using correlative analyses for co-expression. Correlation coefficients were calculated between the expression levels of each pair of genes in the NRF1, NRF2, and NRF3 gene sets in the frontal cortex of the brain, the liver, and the left ventricle of the heart. The gene sets for each transcription factor were then clustered in each tissue into three groups using k-means clustering based on the Euclidean distance between each gene’s correlation coefficients. Surprisingly, among the thirty genes categorized as upregulated by NRF2 overexpression, we observed significant differences in gene co-expression across tissues (Figure 7; Table 1). For example, while canonical NRF2 target genes including *NQO1*, *HMOX1*, and *MST1* showed strong co-expression correlation across the three tissues, other canonical target genes such as *GCLM* and *GCLC* showed variable correlation across the tissues, indicating that there is tissue-specific variability in co-expression relationships for consensus NRF2 gene targets. Similar variability in co-expression was observed for both NRF1 and NRF3 gene sets (Supplementary Figures S7 and S8; Supplementary Table S9). These results suggest that while the NRF gene sets defined herein are suitable for probing selective activation of these pathways induced by genetic or pharmacologic approaches, in complex physiologic settings of human tissues the contributions of other transcription factors and/or the overlapping nature of these gene sets challenge the ability to define the activation of these pathways using this approach.

## 4. Discussion

Here, we have used a transient overexpression system to define the functional targets of the NRF transcription factors NRF1, NRF2, and NRF3. Our work serves as a complement to the study of Liu et al., which aimed to profile the transcriptional targets of the NRF family. Here we have used both transcriptomics and quantitative proteomics to define how NRF1, NRF2, and NRF3 sculpt the proteomes and transcriptomes of mammalian cells. Collectively, we defined genetic targets corresponding to overlapping and distinct transcriptional targets among NRF transcription factors and used an analysis pipeline which incorporates transcriptional profiling, proteomics, and the data of Liu et al. to define high confidence target lists for NRF1, NRF2, and to a lesser extent NRF3. The genetic programs described herein will likely be of key utility in further defining the role of the NRF transcription factors.

One of the most salient observations from our profiling work involved the composition of the high confidence NRF1 target gene set. 

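HSPA8, the constitutive cytosolic HSP70, had a log2 fold change of 0.18 (standard error 0.07, adjusted p = 0.194) with NRF1, HSPA4, its nucleotide exchange factor, 0.16 (SE 0.06, adjusted p = 0.195), and HSPA9, the mitochondrial HSP70, 0.18 (SE 0.07, adjusted p = 0.164). None passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest simulated changes were larger than these, and 12% of them were called with NRF1, so a missing call does not show an unchanged gene. Of 15 HSP70 and HSP110 chaperones, 0 were called with NRF1 (0 adjusted over the list alone; 6 higher at an unadjusted p under 0.05, and 0 by DESeq2), at a median of 0.17 (camera adjusted p = 0.00168, but adjusted p = 0.171 with an estimated correlation). With NRF2, 5 were higher and 0 lower (6 and 0 adjusted over the list alone). The number higher was 3, 3 and 2 without empty vector replicates 1, 2 and 3, and 2 without NRF2 replicate 3, and the number lower was 2 without NRF3 replicate 3. The J-domain co-chaperones DNAJC1 and DNAJA2 were at -0.02 (standard error 0.07, adjusted p = 0.932) and -0.01 (SE 0.10, adjusted p = 0.984) with NRF1. Subunits of the chaperonin that folds actin and tubulin were at 0.12 (standard error 0.08, adjusted p = 0.442) for CCT2, 0.15 (SE 0.07, adjusted p = 0.265) for CCT5 and 0.09 (SE 0.07, adjusted p = 0.553) for CCT8. Of 16 chaperonin and prefoldin genes, 0 were called with NRF1 (1 adjusted over the list alone; 5 higher at an unadjusted p under 0.05, and 0 by DESeq2; median 0.11, camera adjusted p = 0.00421, but adjusted p = 0.550 with an estimated correlation), and the number higher was 1 and 1 without NRF3 replicates 2 and 3. The paper's protein ratios of NRF1 to empty vector are 1.04 for HSPA4, 1.00 for HSPA8, 1.08 for HSPA9, 1.05 for DNAJA2, 1.06 for CCT2, 1.03 for CCT5 and 1.03 for CCT8. These ratios are linear, not log2 values.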

Included in this repertoire of NRF1 targets were a number of chaperones including heat shock proteins (e.g., HSPA4, HSPA8, HSPA9, DNAJC1, DNAJA2) and the chaperonin TCP complex (e.g., CCT2, CCT5, CCT8), a gene set which corresponded with a heat shock response by GO analysis. Previously, NRF1 has been described as mediating the proteasomal ‘bounce back’ response to proteasome inhibitor treatment by augmenting the transcription of components of the 20S proteasome and 19S regulatory complex, but a role in mediating the transcription of chaperones has not been described [11]. Our work suggests that NRF1 may also play a role in cellular protein quality control, not only by increasing the degradation of misfolded proteins through increased proteasomal numbers but also by upregulating genes products actively involved in protein folding. Interestingly, brain-specific knockout of NRF1 in mice results in the age-dependent increase in aggregated proteins, brain atrophy, and decreased motor capacity, as is observed in neurodegenerative disease [30]. We and others have reported the discovery of non-toxic small molecule activators of NRF1 activity in cells, pharmacological tools which will likely be of utility in understanding if the NRF1 transcriptional program might be augmented for proteostasis-based repair in disease [26].

Surprisingly, our transcriptional profiling results suggested that NRF3 enacted a considerably smaller transcriptional program relative to NRF1 or NRF2. This observation as well as the moderate overlap in NRF3 targets between this work and the work of Liu et al. may indicate that NRF3 activates a tissue-specific transcriptional program or requires additional yet undescribed co-regulatory machinery for robust transcriptional activation. Interestingly NRF3 is not broadly expressed across tissues like NRF1 and NRF2. Instead, NRF3 displays uneven tissue distribution, with the highest expression in the placenta and other female-specific tissues. Ultimately, further work understanding the upstream stimuli which promote NRF3 activation and delineating in which cell types and in what physiological contexts NRF3 is active will help uncover the role of this cryptic transcription factor.

As this work represents the first time that consensus genetic targets derived from multiple studies could be defined for the NRF family members, we sought to understand how the consensus sets generated in this work might be co-regulated across human tissues. In the simplest circumstance, one might expect the expression levels of genes within each set to be a function of the active levels of a given NRF member in that tissue, which would result in high correlation coefficients among all or nearly all genes within each gene set. Unexpectedly, we found that most NRF1, NRF2, and NRF3 core consensus gene sets were not co-regulated basally in tissues but instead displayed tissue specific preferences in their expression, as co-regulated genes within a set within one organ were often not correlated within another organ. This observation likely spells out the existence of other transcription factors or epigenetic states playing a predominant role in regulating these genes basally in tissue. Often stress-responsive transcriptional programs are treated collectively, as investigators frequently use one or two representative transcripts to report on the entirety of a transcriptional program. This data suggests caution in pursuing such an approach, as our data suggest that even genes perceived to be core transcriptional targets within a given set are not basally co-regulated. Thus, we believe this result to be of critical importance in studying the regulation of stress-responsive signaling in tissue. Instead, our data provide a preliminary roadmap for evaluating the expression and the relationships of NRF-driven transcripts in tissue.

## 5. Conclusions

Here, we have used a transient overexpression system in conjunction with RNA-seq and proteomic profiling to annotate the functional genetic programs enacted by the Cap‘n’collar transcription factors NRF1, NRF2, and NRF3. Integrating the work of a complementary study performed by Liu et al., we have defined the consensus genetic targets of the NRF family members from experiments performed with human cell lines. Analysis of the comprehensive tissue expression GTEx indicated these gene sets are likely not basally co-regulated in human tissues but instead display organ-specific co-expression patterns. Together, our data provide a useful resource for future lines of inquiry aimed at understanding the roles of NRF transcription factors in normal physiology and disease. 

## Figures and Tables

**Figure 1:**
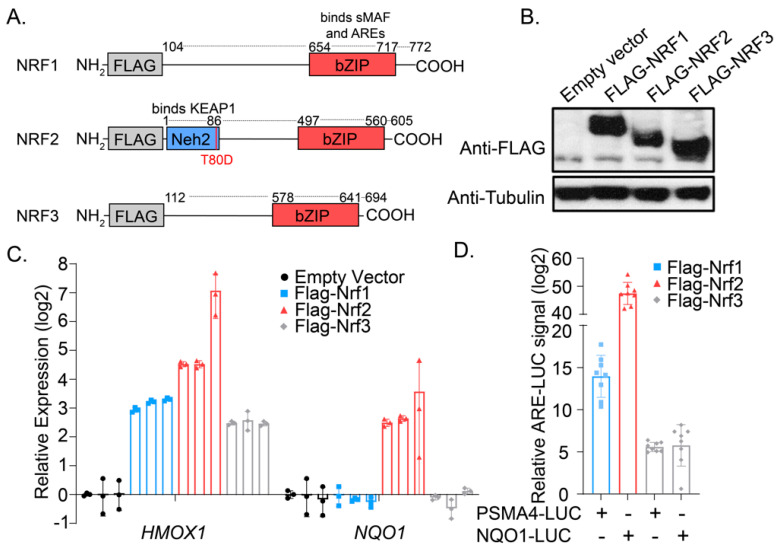
An overexpression system for evaluating the activities of NRF transcription factors in HEK293T cells. (**A**) Schematic depicting the FLAG-NRF constructs used in this work; numbers above each transgene indicate the amino acid positions of the reference ORF. (**B**) Western blotting analysis for FLAG protein content from HEK293T cells 24 h after transfection with the indicated constructs. (**C**) Transcript levels of *HMOX1* and *NQO1* as measured by qRT-PCR from HEK293T cells 24 h after transfection with the indicated constructs (*n =* 3; mean and s.d.). (**D**) Relative ARE reporter activity from HEK293T cells overexpressing the indicated FLAG-NRF construct (*n =* 8; mean and s.d.).

**Figure 2:**
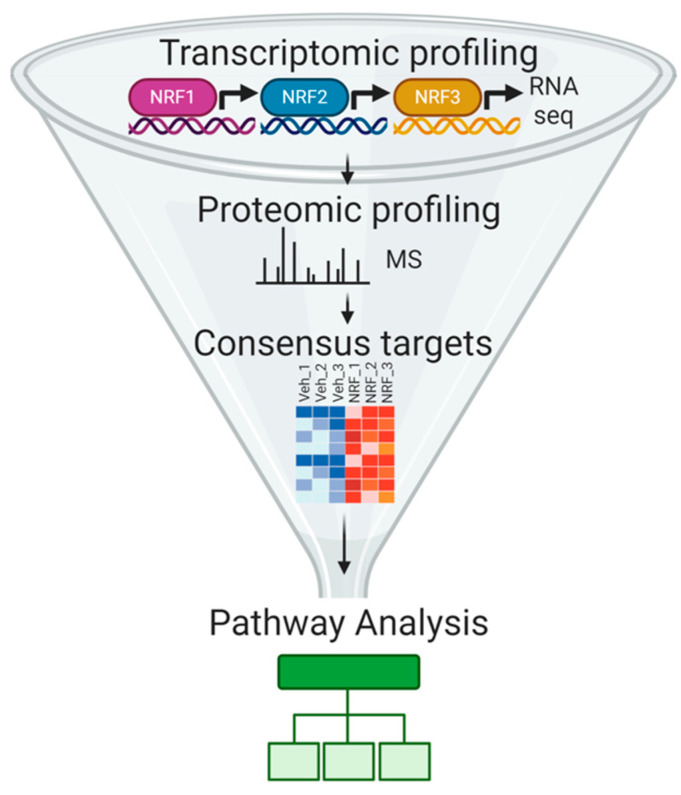
Schematic depicting the strategy used in this work to define the functional targets of the NRF transcription factors.

**Figure 3:**
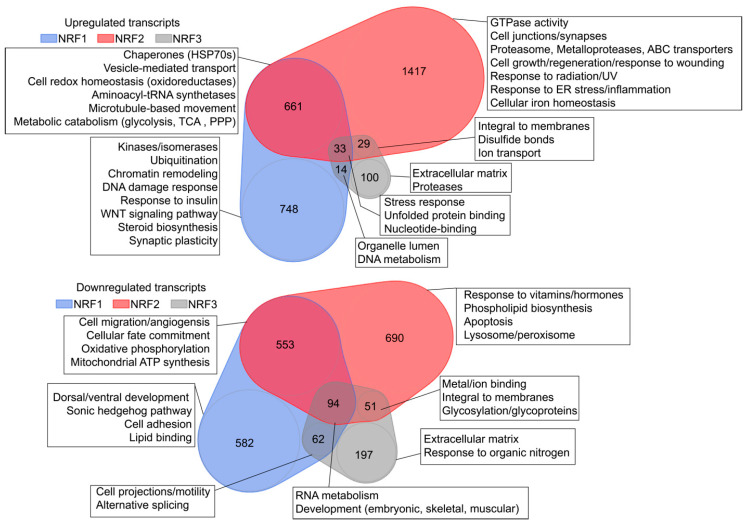
Venn diagrams depicting the number of transcripts upregulated (**top**) or downregulated (**bottom**) in response to overexpression of the indicated NRF transgenes. Boxes depict the results of pathway analyses of the indicated regions of Venn overlap.

**Figure 4:**
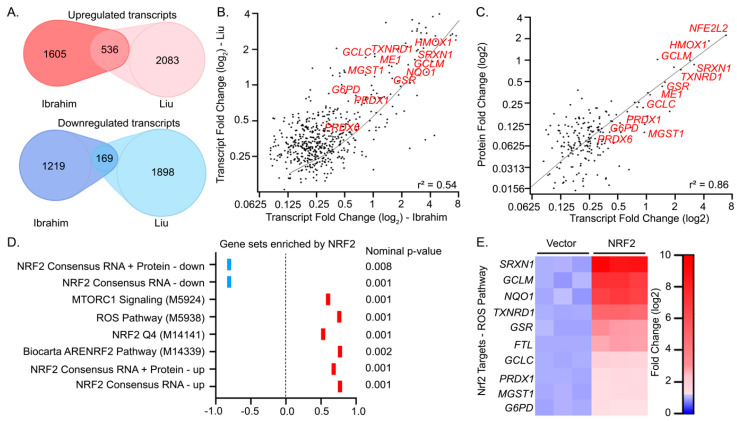
A consensus set of NRF2 target genes associated with oxidative stress resistance. (**A**) Venn diagram depicting the overlapping and differentially expressed transcripts induced by NRF2 activation identified in this work (Ibrahim, *p* < 0.05 and absolute value log_2_ fold change > 0.075) in comparison to those obtained with reported inducible U2OS-based system (Liu et al.). (**B**) Plot depicting the linear relationship of differentially expressed transcripts derived from the common targets in this work and from Liu et al. (**C**) Linear regression plot of log_2_ fold change values of protein and transcript levels of significantly changed genes in response to NRF2 overexpression. (**D**) Summary of GSEA analysis of RNA-seq profiling in response to NRF2 overexpression. (**E**) Heatmap depicting log_2_ fold change of transcript levels associated with a response to ROS that is upregulated by NRF2 overexpression by DAVID analysis.

**Figure 5:**
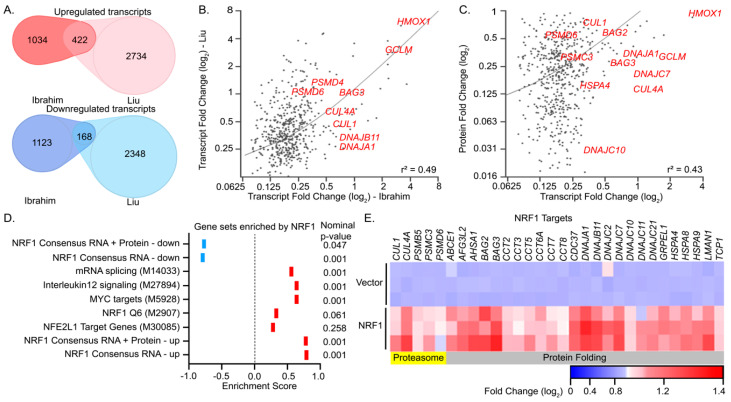
A consensus set of NRF1 target genes associated with proteostasis. (**A**) Venn diagram depicting the overlapping and differentially expressed transcripts induced by NRF1 activation identified in this work (Ibrahim, *p* < 0.05 and absolute value of log_2_ fold change > 0.075) in comparison to those obtained with reported inducible U2OS-based system (Liu et al.). (**B**) Plot depicting the linear relationship of differentially expressed transcripts derived from the common NRF1 targets in this work and from Liu et al. (**C**) Linear regression plot of log_2_ fold change values of protein and transcript levels of significantly altered genes in response to NRF1 overexpression. (**D**) Summary of GSEA analysis of RNA-seq profiling in response to NRF1 overexpression (**E**) Heatmap depicting log_2_ fold change of transcript levels associated with proteostasis that are upregulated by NRF2 overexpression by DAVID analysis.

**Figure 6:**
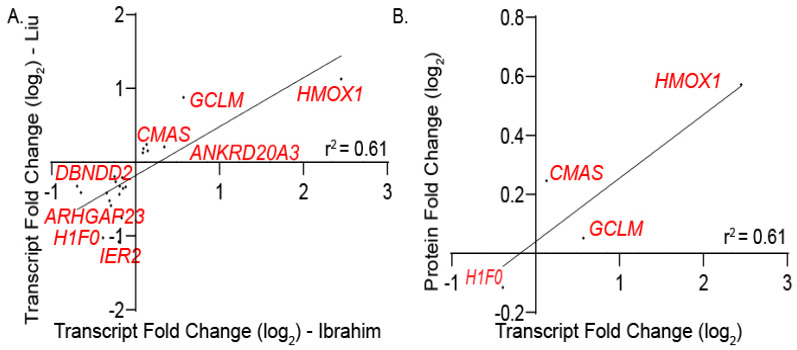
Defining common NRF3 targets within transcriptomes and proteomes. (**A**) Plot depicting the linear relationship of differentially expressed transcripts derived from the common NRF3 targets in this work and from Liu et al. (**B**) Linear regression plot of log_2_ fold change values of protein and transcript levels of significantly modulated genes in response to NRF1 overexpression.

**Figure 7:**
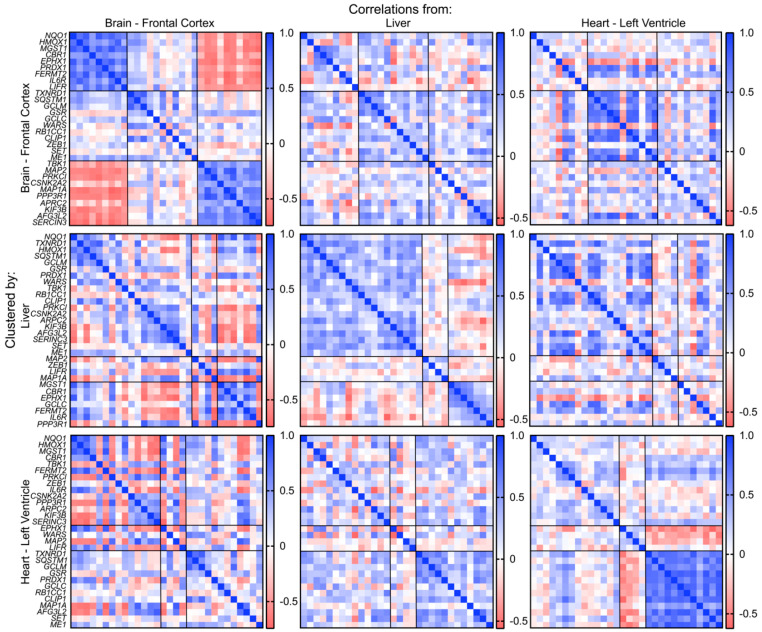
Co-expression patterns of NRF2 target transcripts in human tissues. Genes are separated into three groups by hierarchical clustering. First row: Correlation matrices of brain, liver, and heart clustered by the similarity of correlation patterns in the brain. Second row: Correlation matrices of brain, liver, and heart clustered by the similarity of correlation patterns in the liver. Third row: Correlation matrices of brain, liver, and heart clustered by the similarity of correlation patterns in the heart.

**Table 1:** Correlated and anti-correlated NRF2 target genes in the indicated human tissues. Related to Figure 7.

Brain		Liver		Heart	
Correlated	Anti-Correlated	Correlated	Anti-Correlated	Correlated	Anti-Correlated
*NQO1*	*TBK1*	*NQO1*	*MGST1*	*NQO1*	*TXNRD1*
*HMOX1*	*MAP2*	*TXNRD1*	*CBR1*	*HMOX1*	*SQSTM1*
*MGST1*	*PRKCI*	*HMOX1*	*EPHX1*	*MGST1*	*GCLM*
*CBR1*	*CSNK2A2*	*SQSTM1*	*GCLC*	*CBR1*	*GSR*
*EPHX1*	*MAP1A*	*GCLM*	*FERMT2*	*TBK1*	*PRDX1*
*PRDX1*	*PPP3R1*	*GSR*	*IL6R*	*FERMT2*	*GCLC*
*FERMT2*	*ARPC2*	*PRDX1*	*PPP3R1*	*PRKCI*	*RB1CC1*
*IL6R*	*KIF3B*	*WARS*		*ZEB1*	*CLIP1*
*LIFR*	*AFG3L2*	*TBK1*		*IL6R*	*MAP1A*
	*SERINC3*	*RB1CC1*		*CSNK2A2*	*AFG3L2*
		*CLIP1*		*PPP3R1*	*SET*
		*PRKCI*		*ARPC2*	*ME1*
		*CSNK2A2*		*KIF3B*	
		*ARPC2*		*SERINC3*	
		*KIF3B*			
		*AFG3L2*			
		*SERINC3*			
		*SET*			
		*ME1*			

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-3921/9/10/1025/s1, Figure S1: Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF1, Figure S2: Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF2, Figure S3: Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF3, Figure S4: GSEA analysis of HEK293T cells overexpressing NRF1, Figure S5: GSEA analysis of HEK293T cells overexpressing NRF2, Figure S6: GSEA analysis of HEK293T cells overexpressing NRF3, Figure S7: Co-expression patterns of NRF1 target transcripts in human tissues, Figure S8: Co-expression patterns of NRF3 target transcripts in human tissues, Table S1: RPKM values for transcripts identified by RNA-seq, Table S2: Differentially expressed transcripts identified by RNA-seq analysis, Table S3: Consensus differentially expressed transcripts between Ibrahim and Liu RNA-seq analyses, Table S4: Fold changes of m/z values for proteins identified by mass spectrometry between NRF samples and empty vector controls, Table S5: High confidence NRF2-regulated genes incorporating transcriptomic and proteomic profiling, Table S6: Curated list of gene sets from the Molecular Signatures Database (MSigDB), including gene sets derived from our transcriptomic and proteomic profiling, Table S7: DAVID analysis of high confidence targets of NRF2, Table S8: DAVID analysis of high confidence targets of NRF1, Table S9: Correlated and anti-correlated NRF1 and NRF3 target genes in human tissues. Related to Supplementary Figures S7 and S8.

# Supplementary material for: Defining the Functional Targets of Cap‘n’collar Transcription Factors NRF1, NRF2, and NRF3
**Source:** Antioxidants (Basel). 2020 Oct 21;9(10):1025. doi: 10.3390/antiox9101025
**Supplement:** Supplementary file 1

Supplementary Materials to the Manuscript:

Defining the Functional Targets of Cap'n'collar Transcription Factors NRF1, NRF2, and NRF3.

Lara Ibrahim, Jaleh Mesgarzadeh, Ian Xu, Evan T. Powers, R. Luke Wiseman and Michael J. Bollong

The supplementary material comprises eight figures and nine tables:

Figure S1: Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF1, Figure S2: Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF2, Figure S3: Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF3, Figure S4: GSEA analysis of HEK293T cells overexpressing NRF1, Figure S5: GSEA analysis of HEK293T cells overexpressing NRF2, Figure S6: GSEA analysis of HEK293T cells overexpressing NRF3, Figure S7: Co-expression patterns of NRF1 target transcripts in human tissues, Figure S8: Co-expression patterns of NRF3 target transcripts in human tissues, Table S1: RPKM values for transcripts identified by RNA-seq, Table S2: Differentially expressed transcripts identified by RNA-seq analysis, Table S3: Consensus differentially expressed transcripts between Ibrahim and Liu RNA-seq analyses, Table S4: Fold changes of m/z values for proteins identified by mass spectrometry between NRF samples and empty vector controls, Table S5: High confidence NRF2-regulated genes incorporating transcriptomic and proteomic profiling, Table S6: Curated list of gene sets from the Molecular Signatures Database (MSigDB), including gene sets derived from our transcriptomic and proteomic profiling, Table S7: DAVID analysis of high confidence targets of NRF2, Table S8: DAVID analysis of high confidence targets of NRF1, Table S9: Correlated and anti-correlated NRF1 and NRF3 target genes in human tissues. Related to Supplementary Figures 7 and 8.

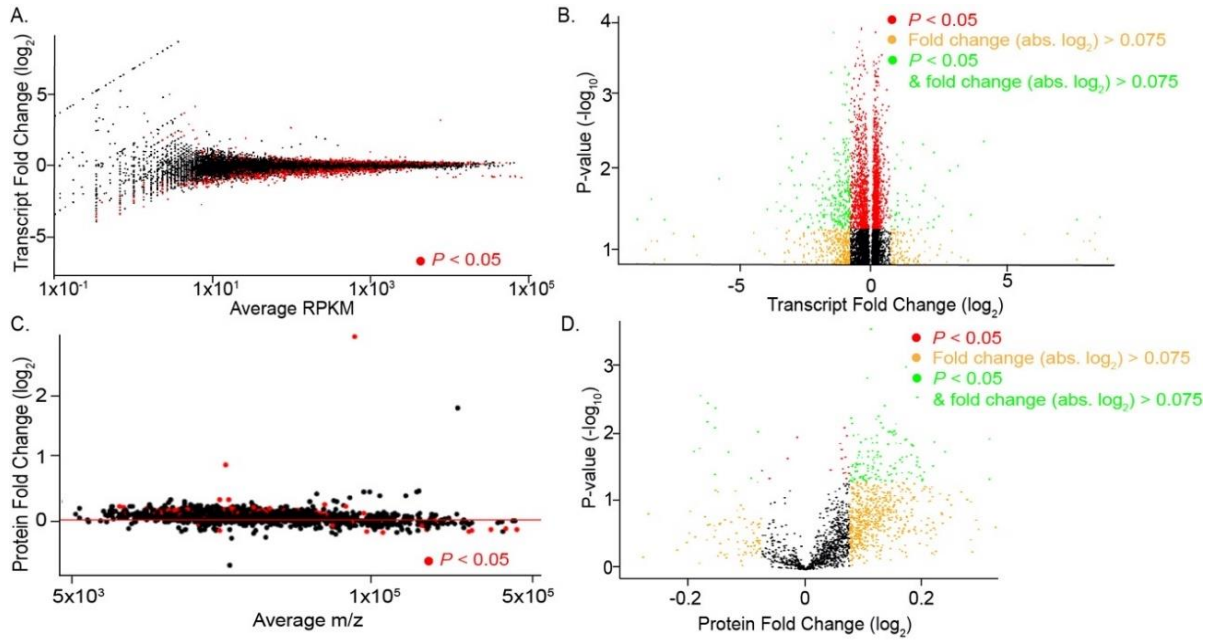

Supplementary Figure 1. Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF1. (A.) MA plot representing transcripts identified by RNA-sequencing. Points in red represent transcripts with a statistically significant fold change (NRF1 vs. vector; $P < 0.05$). (B.) Volcano plot representing transcripts identified by RNA-sequencing. Points in red represent transcripts with a fold change (NRF1 vs. vector; $P < 0.05$). Points in orange represent transcripts with a fold change greater than 0.05 (absolute value of $\log_2$). Green points satisfy both conditions. (C.) MA plot representing proteins identified by mass spectrometry. Points in red represent proteins with a statistically significant fold change (NRF1 vs. vector; $P < 0.05$). (D.) Volcano plot representing proteins identified by mass spectrometry. Points in red represent proteins with a statistically significant fold change (NRF1 vs. vector; $P < 0.05$). Points in orange represent proteins with a fold change > 0.05 (absolute value of $\log_2$). Green points satisfy both conditions.

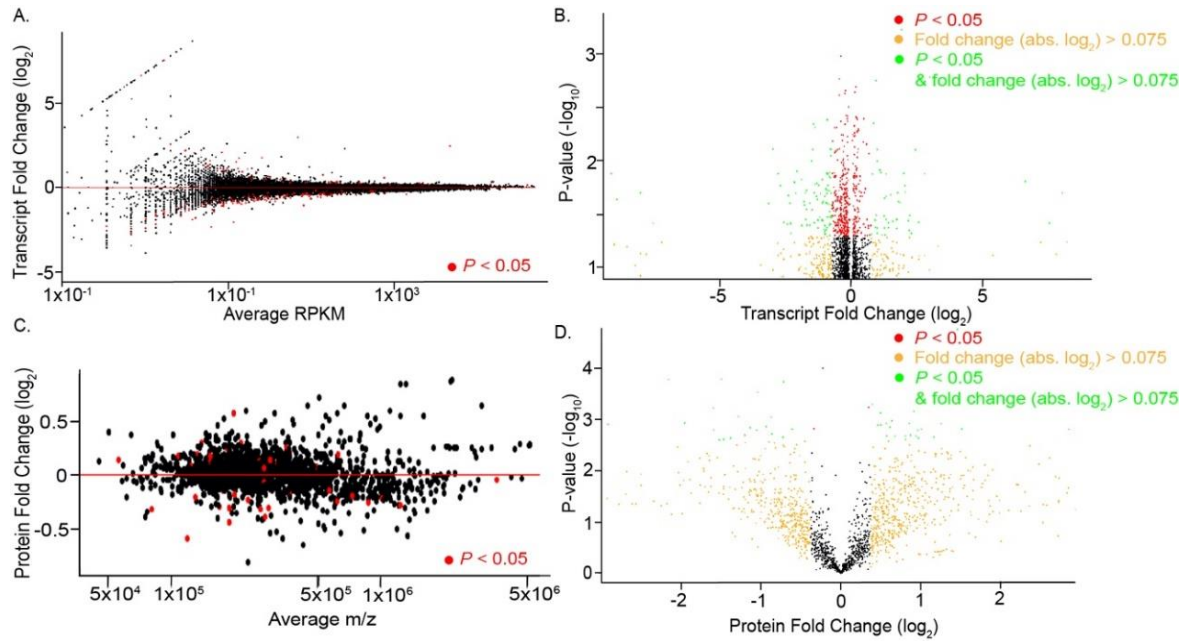

Supplementary Figure 2. Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF2. (A.) MA plot representing transcripts identified by RNA-sequencing. Points in red represent transcripts with a statistically significant fold change (NRF2 vs. vector; $P < 0.05$). (B.) Volcano plot representing transcripts identified by RNA-sequencing. Points in red represent transcripts with a fold change (NRF2 vs. vector; $P < 0.05$). Points in orange represent transcripts with a fold change greater than 0.05 (absolute value of $\log_2$). Green points satisfy both conditions. (C.) MA plot representing proteins identified by mass spectrometry. Points in red represent proteins with a statistically significant fold change (NRF2 vs. vector; $P < 0.05$). (D.) Volcano plot representing proteins identified by mass spectrometry. Points in red represent proteins with a statistically significant fold change (NRF2 vs. vector; $P < 0.05$). Points in orange represent proteins with a fold change > 0.05 (absolute value of $\log_2$). Green points satisfy both conditions.

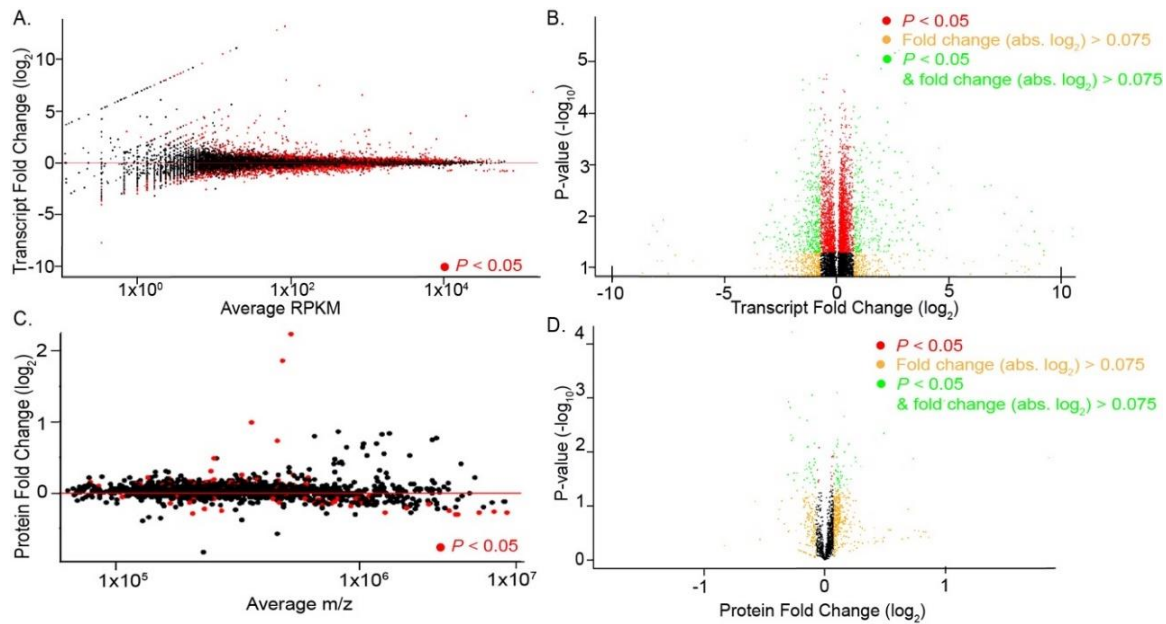

Supplementary Figure 3. Overview of transcriptomic and proteomic profiling of HEK293T cells overexpressing NRF3. **(A.)** MA plot representing transcripts identified by RNA-sequencing. Points in red represent transcripts with a statistically significant fold change (NRF3 vs. vector; $P < 0.05$). **(B.)** Volcano plot representing transcripts identified by RNA-sequencing. Points in red represent transcripts with a fold change (NRF3 vs. vector; $P < 0.05$). Points in orange represent transcripts with a fold change greater than 0.05 (absolute value of $\log_2$). Green points satisfy both conditions. **(C.)** MA plot representing proteins identified by mass spectrometry. Points in red represent proteins with a statistically significant fold change (NRF3 vs. vector; $P < 0.05$). **(D.)** Volcano plot representing proteins identified by mass spectrometry. Points in red represent proteins with a statistically significant fold change (NRF3 vs. vector; $P < 0.05$). Points in orange represent proteins with a fold change > 0.05 (absolute value of $\log_2$). Green points satisfy both conditions.

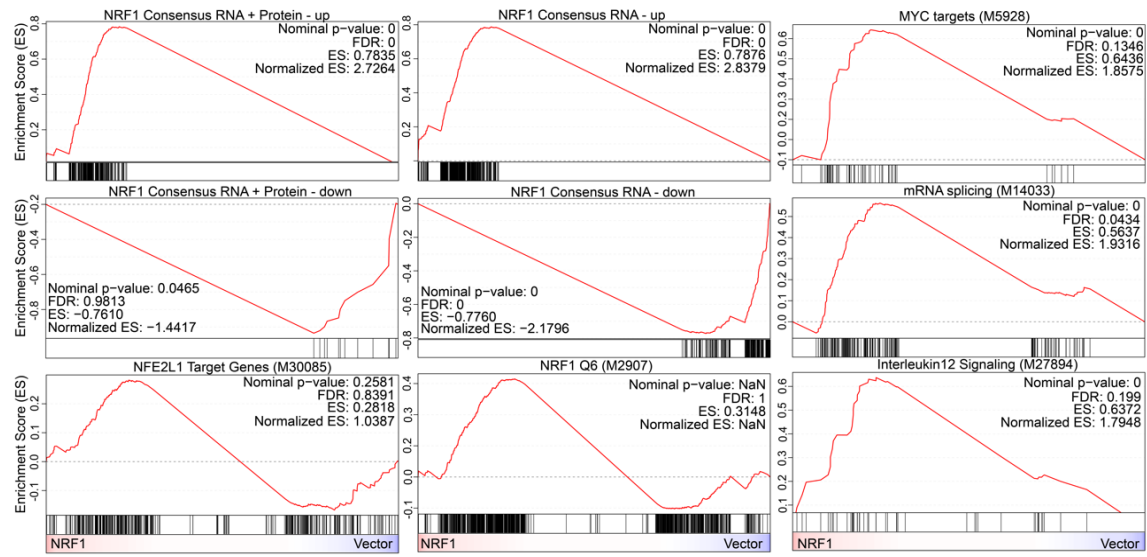

Supplementary Figure 4. GSEA analysis of HEK293T cells overexpressing NRF1.

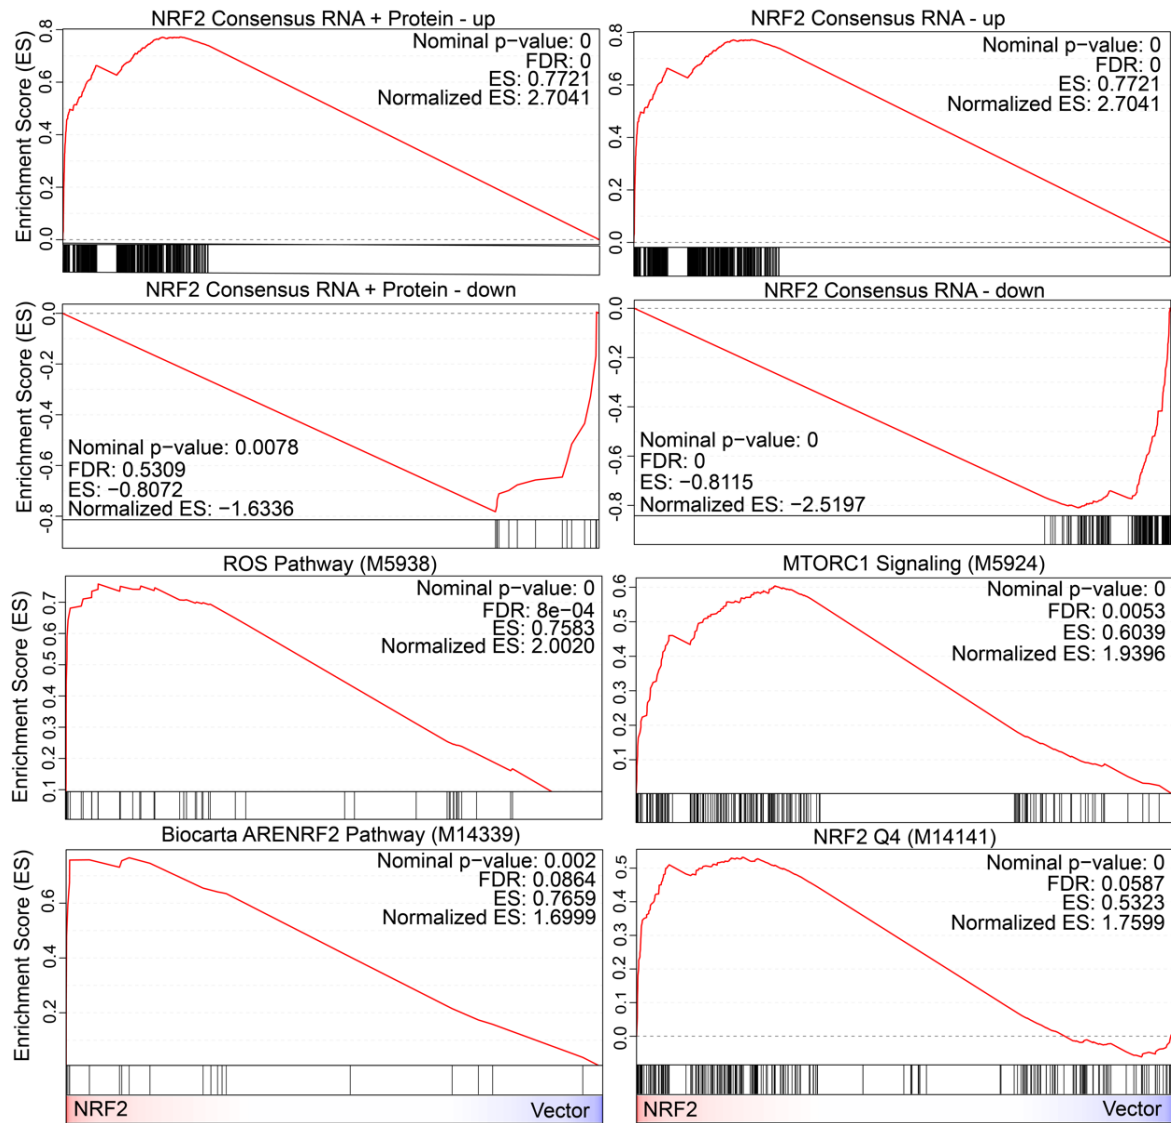

Supplementary Figure 5. GSEA analysis of HEK293T cells overexpressing NRF2.

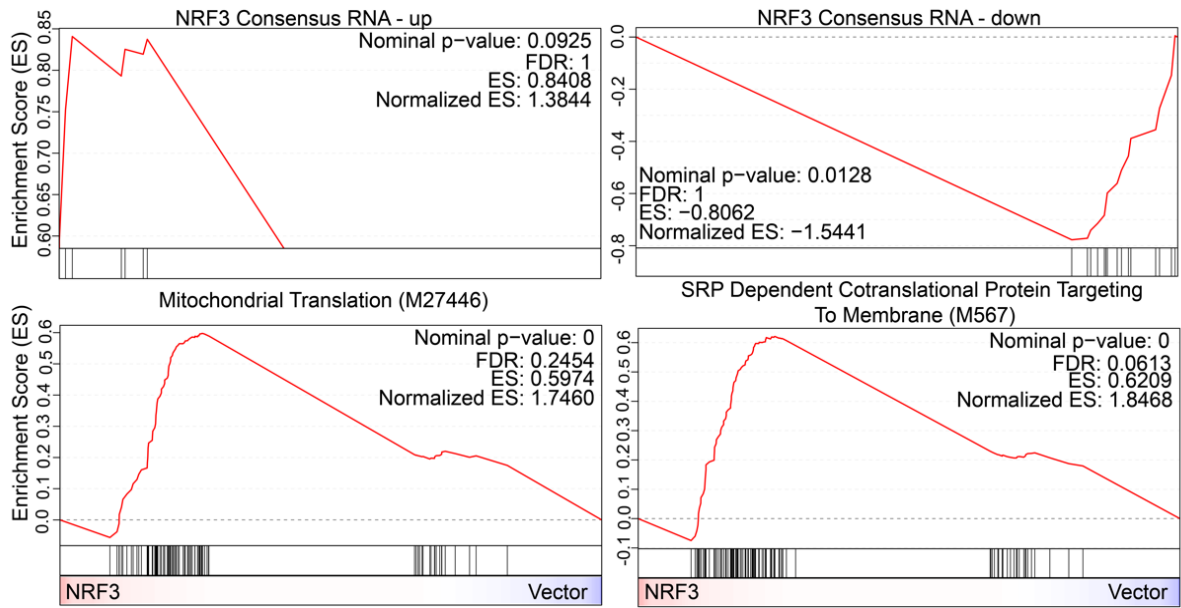

Supplementary Figure 6. GSEA analysis of HEK293T cells overexpressing NRF3.

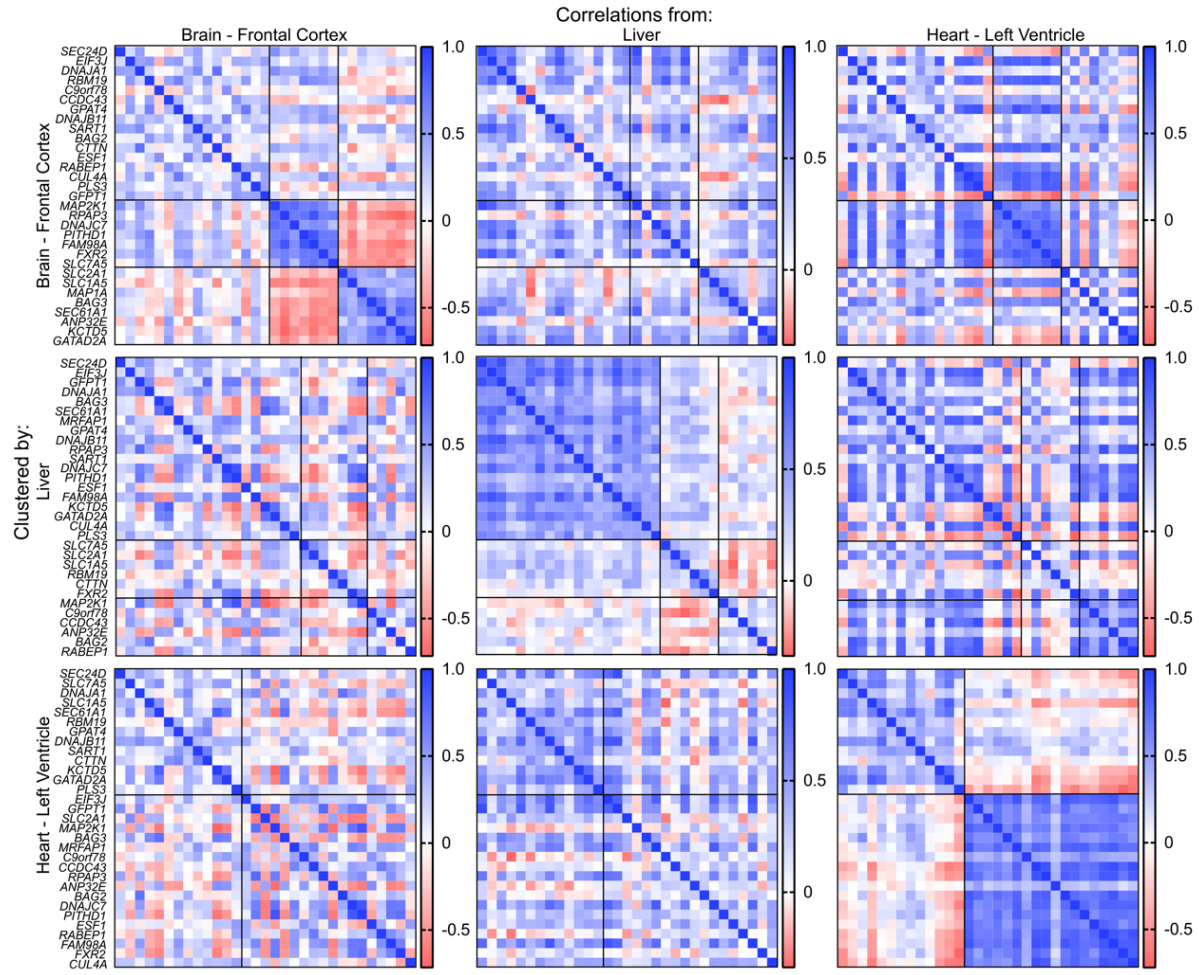

Supplementary Figure 7. Co-expression patterns of NRF1 target transcripts in human tissues. Genes are separated into three groups by hierarchical clustering. First row: Correlation matrices of brain, liver, and heart clustered by similarity of correlation patterns in the brain. Second row: Correlation matrices of brain, liver, and heart clustered by similarity of correlation patterns in the liver. Third row: Correlation matrices of brain, liver, and heart clustered by similarity of correlation patterns in the heart.

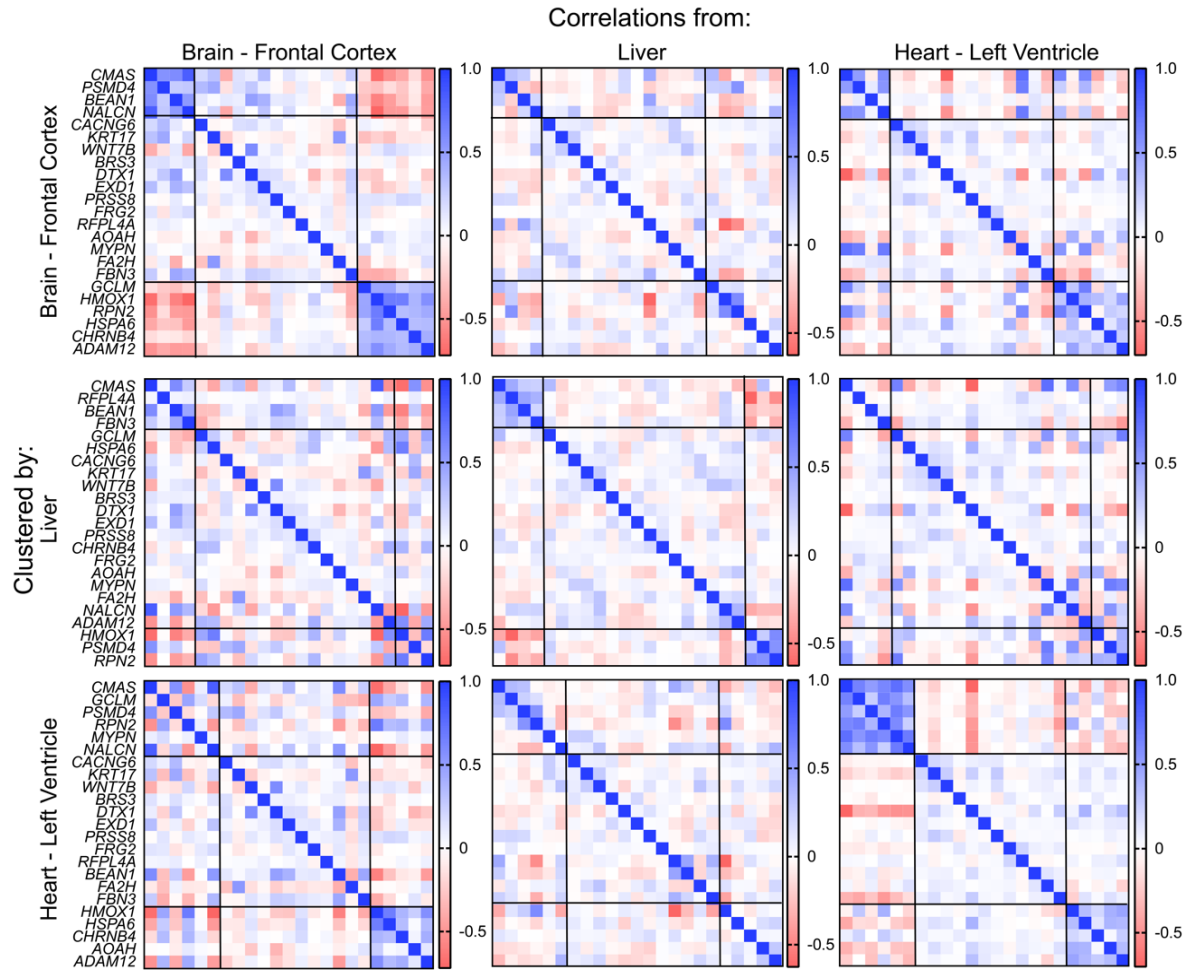

Supplementary Figure 8. Co-expression patterns of NRF3 target transcripts in human tissues. Genes are separated into three groups by hierarchical clustering. First row: Correlation matrices of brain, liver, and heart clustered by similarity of correlation patterns in the brain. Second row: Correlation matrices of brain, liver, and heart clustered by similarity of correlation patterns in the liver. Third row: Correlation matrices of brain, liver, and heart clustered by similarity of correlation patterns in the heart.

How the deposited data were processed for this re-analysis (not part of the article)

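The RNA-seq data are 12 libraries of HEK293T cells, with 3 libraries for each of empty vector, NRF1, NRF2 and NRF3, harvested 24 h after transfection with FuGENE. The paper states that RNA was extracted with an RNeasy kit, that RNA was sequenced at BGI, and that reads were processed in the DNASTAR Lasergene Genomics Suite. The labels give the genome build as GRCh37.p13. The version of the suite, its read filters, its counting rules and the annotation release are not given in the sources used here. The deposited table holds, for 38019 genes, estimated counts that the authors made from reads aligned to this build with the suite, as deposited with no normalization between libraries, and 0.009 where a gene has no count (45.8% of all values). The 1999 genes of Table S1 in the copy used here hold the same values under the heading RPKM (23988 of 23988 values equal within a relative tolerance of 1e-05). In the table 26 genes are named by a number, as a spreadsheet writes a gene symbol that it reads as a date, and these were kept under that number. Total counts per library were 13452524 to 14014316, and the read depth before counting was not analysed here. Counts of single libraries carry counting error only where an interval or a floor of 3 counts is given.
Values were rounded to whole counts. Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with scipy 1.17.1 and matplotlib 3.10.9. Genes were kept by filterByExpr with a minimum count of 10, which left 15135, and libraries were scaled by the trimmed mean of M values. One model of 4 conditions was fitted to all 12 libraries by edgeR's quasi-likelihood method with robust dispersion. The 3 comparisons with empty vector and the 3 direct comparisons between transgenes were tested in this model, both directions at once, and adjusted by the Benjamini-Hochberg procedure over all genes of a comparison. Replicate numbers did not pair the libraries of different conditions: over 18 pairs with the same number, the correlation of deviations from the condition mean was -0.258 to 0.0840, so the numbers were not used as a block. A set of 52 gene lists was fixed before the data were examined, 50 of them had at least 3 tested genes, and camera with a preset correlation of 0.01 and a prior count of 2 was run on each for each transgene, with 150 tests adjusted together. Each list was also tested with an estimated correlation and by fry, and its members were adjusted over the list alone.
Genes named in the text were chosen from those the paper names in its text, not all of which are given, the 30 genes of Table 1 and the 22 NRF3 genes of Table S3, whose values in the paper's tables had been seen. To these were added, for each comparison, the 10 largest and 10 smallest log2 fold changes among called genes with a mean count of at least 50 and no overlap between the compared libraries, and up to 4 members of each list with the smallest adjusted p. With 3 libraries against 3, chance alone separates the groups of 10% of genes. GH2, LUCAT1 and BLVRB fall outside this rule and were named after their values were seen.
The alternatives tried are DESeq2, other scalings, other filters on low counts, a fit of only the 2 compared groups, the replicate number as a block, removal of the transfected genes, the unequal variance test that the paper's methods name on the deposited values and on log2 CPM, the thresholds of the paper's figure legends, a larger fold change, and leaving out each library in turn. Libraries of the transgenes that are not compared were also left out, an alternative added after the data were seen. Where leaving out leaves a group with 2 libraries, their spread is pooled with that of the other groups. The paper's methods name the unequal variance test, while its results name a DESeq-based analysis, and both are among the alternatives. Counts were simulated with 200 changed genes per comparison and 1 spread per gene for all 4 conditions. In these the edgeR model made 11, 10 and 6 calls on unchanged genes among 14919 tested for NRF1, NRF2 and NRF3. Transcript length and GC content came from a later annotation (GENCODE v29), found for 13763 of the tested genes, and were used only to match or correct genes. Protein ratios are the paper's, from Table S4. The GSEA and DAVID analyses, the data of Liu et al., the qRT-PCR, the reporter assays, the proteomics beyond Table S4 and the tissue data were not analysed here. The result of 1 further gene, left out for a reason other than its value, is not reported here.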

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

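The tests of the mitochondrial mRNAs against abundant nuclear genes, against genes matched on GC and length alone and across libraries, and the test of the GH2 paralogs were chosen after the results were seen.
Mitochondrially encoded mRNAs, which the paper does not discuss, made up 3.69% ± 0.783 (SD, n = 3 libraries) of counts with NRF1 and 3.59% ± 0.518 with NRF2, against 6.30% ± 0.603 with empty vector and 6.20% ± 0.865 with NRF3. Of the 13 mRNAs, 12 were lower with NRF1 and 12 with NRF2 (13 and 13 adjusted over the list alone; medians -0.78 and -0.82; camera adjusted p = 2.33e-13 and 3.01e-10, but adjusted p = 0.171 and 0.214 with an estimated correlation), and the number lower with NRF1 was 0 and 0 without empty vector replicates 1 and 3, and 0 and 0 without NRF1 replicates 2 and 3, and 4 and 5 without NRF3 replicates 2 and 3. A scaling factor would move all genes of a library alike. The 28 nuclear genes nearest in abundance (median log2 CPM of 10.3) had medians of 0.0782 with NRF1 and 0.0295 with NRF2. The 13 mRNAs thus fell relative to nuclear genes, which a scaling factor would not give. Scaling sets the bulk of genes near 0 (medians over all genes of -0.00556 and 0.00249). These medians therefore cannot tell a lower level of the 13 mRNAs from a general rise of nuclear mRNA. Nuclear genes matched on GC content, length and level had medians of 0.00859 with NRF1 and -0.0298 with NRF2, which argues against a bias with GC content or length, although the 139 matched genes were less abundant (mean log2 CPM of 9.07 against 11.8), longer (median of 1193 against 784 bases) and higher in GC (47.5% against 44.3%), and 409 genes matched on GC and length alone (medians of 1074 bases and 45.3%) were at -0.0616 and -0.0740. The number of NRF1 and NRF2 libraries whose share reached the lowest empty vector or NRF3 share was 0, which a lower recovery of mitochondrial RNA in these transfections and a lower level in the cells would both give, so these cannot be told apart.
GH2 had a mean of 73.3 counts (62 to 89) in the empty vector libraries, 0 in all NRF1 and NRF3 libraries and 0 to 1 in the NRF2 libraries, outside the genes the paper discusses. This is at least 74.2-fold lower with NRF1 and at least 72.2-fold lower with NRF3, against a floor of 3 counts over the group. The near-identical genes GH1, CSH1, CSH2 and CSHL1 together had 0 counts in the empty vector libraries, which reads of a paralog counted under GH2 would also leave. Reads of a paralog and reads of vector sequence are each a candidate explanation that stays open, because the counting rules are not given and the plasmid sequences were not analysed here, and no biological explanation was tested.
HSPA6, which the paper does not discuss, had 60 to 77 counts in the NRF3 libraries and 4 to 13 in the empty vector libraries, a log2 fold change of 2.98. F2RL2, also outside the genes it discusses, had 207 to 280 counts in the NRF2 libraries and 0 to 3 in the empty vector libraries, a log2 fold change of 7.29. LUCAT1, a long noncoding RNA, had a mean of 84 counts (77 to 93) in the NRF2 libraries and 0 in the empty vector libraries, at least 81.6-fold higher with NRF2.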

How the results depend on the processing

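The test on the deposited values with adjusted p, the list tests without the transfected genes and the fits without a library of a transgene that is not compared were chosen after the data were seen, and all other alternatives were set earlier. The direction of every named gene that was called, or came to be called, was kept under every alternative run on single genes, which are not the paper's thresholds in the edgeR fit or leaving out 1 replicate of every condition: of 4804 values for 303 results, 4521 kept the call or its absence, 109 lost the call, 174 gained it and 0 reversed. Leaving out libraries of the other transgenes, not counted in these, gave 1818 values, of which 13 lost the call, 26 gained it and 0 reversed. Of 1497 values for 150 gene list results, 1290 kept it, 180 lost the call, 24 gained it and 3 reversed. Those 3 are with NRF3 without replicate 3: cytosolic ribosomal proteins (adjusted p = 0.0018), mitochondrial ribosomal proteins (0.0268) and nuclear-encoded oxidative phosphorylation (0.0361), all higher with all libraries. Without replicates 1, 2 or 3 in turn their adjusted p ranged from 2.1e-18 to 0.545, from 2.63e-14 to 0.0734 and from 2.63e-14 to 0.399. RLE factors, library totals, removal of the transfected genes and a prior count of 0.5 kept every count within 1.5 times its value.
In the order NRF1 higher and lower, NRF2 higher and lower, NRF3 higher and lower, any transgene higher and lower, and all 3 higher and lower, the counts were 36, 229, 709, 879, 3, 1, 720, 908, 2 and 1. DESeq2 gave 133 higher with NRF1, 5 and 3 with NRF3, 4 and 3 with all 3, and 121 genes for NRF1 against NRF3. No filter gave 62 and 350 with NRF1 and 2 lower with NRF3. With at least 10 counts in every library, 0 were lower with NRF3 and 0 with all 3, because GH2 is removed, and the NRF1 and NRF2 fold changes had a correlation of 0.70. With only the 2 groups compared, the counts were 946, 1043, 1276 and 1443 with NRF1 and NRF2, 2 lower with NRF3, 1804 and 1777 with any, and 1 higher with all 3. A block of replicate numbers gave 11 and 147 with NRF1, 1 higher with all 3 and 7 genes for NRF1 against NRF3, and ended the calls of DNAJB11, HOXA10, LYAR, PCDH9 and SEC24D with NRF1, of CCNJL, CUL4A, LAMB2 and PSMC1 with NRF2 and of GCLM with NRF3. The unequal variance test at the paper's thresholds gave 1130, 1253, 1580, 1561, 182, 241, 2280, 2259, 45 and 65 on log2 CPM, and 1455, 1290, 2140, 1387, 175, 403, 3001, 2228, 33 and 93 on the deposited values. With adjusted p on the deposited values it gave 0, 0, 4, 0, 0 and 0 for NRF1, NRF2 and NRF3. The paper's thresholds in the edgeR fit gave 1128, 1498, 1773, 1937, 259, 363, 2406, 2521, 89 and 153. An absolute log2 fold change above 1 gave 2 and 23, 112 and 153, 112 and 163 with any, and 1 higher with all 3. Apart from GH2, the cause was not tested.
Leaving out single libraries of the 2 groups compared gave 7 to 45 and 26 to 278 with NRF1 (278 without NRF1 replicate 1, 26 without NRF1 replicate 3), 334 to 419 and 454 to 612 with NRF2, and 2 to 5 and 1 to 2 with NRF3. Leaving out single libraries of the other transgenes gave 25 to 163 and 183 to 429 with NRF1, 584 to 1057 and 756 to 1212 with NRF2, and 3 and 1 with NRF3, with the highest counts without NRF3 replicates 2 and 3. Leaving out 1 replicate of every condition gave 150 to 371 and 243 to 486 with any, 1 to 2 and 1 with all 3, 82 to 126 genes for NRF2 against NRF1 (189 with all libraries), 152 to 2254 for NRF2 against NRF3 (782; 152, 2254 and 366 without replicates 1, 2 and 3) and 1 to 34 for NRF1 against NRF3 (60; 1, 34 and 2). Correlations of fold changes were 0.52 to 0.64 for NRF1 and NRF2 (0.63), 0.40 to 0.54 for NRF1 and NRF3 (0.47) and 0.31 to 0.51 for NRF2 and NRF3 (0.38). Lists higher and lower by camera were 23 and 6 with NRF1, 21 and 9 with NRF2 and 22 and 7 with NRF3. They were 16 to 22 and 6, 17 to 23 and 8 to 9, and 13 to 18 and 5 to 9 without 1 replicate. With an estimated correlation they were 0 and 1, 5 and 2, and 1 and 2, and by fry 14 were higher with NRF1 and 7 and 2 higher and lower with NRF3. These counts include lists that the study chose at least in part on these libraries. With an estimated correlation, the Table 1 genes are among the 5 lists higher with NRF2. With NRF3, the raised genes of Table S3 are the 1 list higher and its lowered genes are among the 2 lower.
Other splits of the 6 libraries gave at most 0, 1 and 0 genes by edgeR for NRF1, NRF2 and NRF3, against 265, 1588 and 4, with 1 split, the real one, as large in each. The 10 splits are too few for a share under 0.05. At this depth, and with 1 spread per gene for all 4 conditions, 12%, 8% and 6% of the smallest simulated changes were called with NRF1, NRF2 and NRF3.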

Differences from the paper's values

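The paper counts genes at p under 0.05, and the values here are at an adjusted p under 0.05 from edgeR. With NRF1 the paper's counts are 1456 higher and 1291 lower, against 36 and 229 here. Of the alternatives set before the data were examined, 3 come within 1.5 times the paper's counts: the unequal variance test on the deposited values (1455 and 1290), the same test on log2 CPM (1130 and 1253) and the paper's thresholds in the edgeR fit (1128 and 1498). With only the 2 groups compared, the count of lower genes does (1043) and that of higher genes does not (946). With NRF2 the paper's counts are 2140 and 1388, against 709 and 879 here. The same 3 alternatives come within 1.5 times (2140 and 1387, 1580 and 1561, and 1773 and 1937), as do the lower genes with no filter (965) and with only the 2 groups compared (1443). With NRF3 the paper's counts are 176 and 404, against 3 and 1 here. The unequal variance test on the deposited values (175 and 403) and the paper's thresholds in the edgeR fit (259 and 363) come within 1.5 times, as do the higher genes with the unequal variance test on log2 CPM (182), while its lower genes do not (241). With any transgene the paper's counts are 3002 and 2229, against 720 and 908 here. The same 3 alternatives come within 1.5 times (3001 and 2228, 2280 and 2259, and 2406 and 2521), as do the lower genes with only the 2 groups compared (1777).
The paper's shares of its 38020 genes are 7.2%, 9.3% and 1.5% for NRF1, NRF2 and NRF3, against 0.697%, 4.18% and 0.0105% of the 38019 listed genes here. The unequal variance test on the deposited values (7.22%, 9.28% and 1.52%), the same test on log2 CPM (6.27%, 8.26% and 1.11%) and the paper's thresholds in the edgeR fit (6.91%, 9.76% and 1.64%) come within 1.5 times. The fit of only the 2 groups does so for NRF1 (5.23%) and NRF2 (7.15%) and not for NRF3. For all these values, DESeq2, RLE factors, library totals, at least 10 counts in every library, the replicate block, removal of the transfected genes, an absolute log2 fold change above 1 and leaving out libraries of the groups compared do not, nor does no filter apart from the NRF2 value given. Of the fits without a library of another transgene, chosen after seeing the data, those without NRF3 replicates 2 and 3 come within 1.5 times for the genes lower with NRF2 (1212 and 1150), and no other does. With adjusted p, the test on the deposited values, an alternative chosen after seeing the data, calls 0, 4 and 0 genes with NRF1, NRF2 and NRF3.
HMOX1 is higher with all 3 transgenes and NQO1 with NRF2 in both accounts, and NRF2 has the most and NRF3 the fewest genes in both. The text names 11 proteasome and chaperone genes as raised by NRF1. By edgeR 0 of the 11 pass an adjusted p under 0.05 and 4 an unadjusted p under 0.05, DESeq2 calls 0, the fit of only the 2 groups calls 3 (HSPA4, HSPA8 and HSPA9), the unequal variance test on log2 CPM 8 and on the deposited values 9, without DNAJC1 and DNAJA2. The smallest simulated changes were larger than those of the 11 genes, and 12% of them were called with NRF1. The 0 calls by edgeR therefore do not show that the 11 genes are unchanged. Of the 7 and 15 genes that Table S3 lists as raised and lowered by NRF3, edgeR calls 2 and 0, DESeq2 2 and 1 (H1F0), the unequal variance test on log2 CPM 6 and 10, and on the deposited values 7 and 15. CMAS, which the paper lists as raised by NRF3 as a transcript and as a protein, has a log2 fold change of 0.15, adjusted p = 0.994, and is called by the unequal variance test on both scales and at the paper's thresholds in the edgeR fit (unadjusted p = 0.0306). The paper associates genes lowered by NRF1 with the Hedgehog pathway. Of the 16 tested here 0 are called by edgeR and 0 by DESeq2, 3 are lower and 1 higher in the fit of only the 2 groups, 6 and 0 by the unequal variance test on log2 CPM, and 6 and 1 on the deposited values. The paper associates genes raised by NRF3 with the proteasome. Of 33 subunits edgeR and DESeq2 call 0, and the unequal variance test calls 1 on either scale. It associates genes raised by NRF1 with ubiquitination and chromatin remodeling. Of the 51 and 49 genes tested edgeR and DESeq2 call 0 and 0 higher, the fit of only the 2 groups 8 and 7, and the unequal variance test 9 and 7 on log2 CPM and 11 and 10 on the deposited values.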

Other observations

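The test of the NRF3 lists without 1 library was chosen after the result was seen. Genes of vesicle transport between the ER and the Golgi rose in part with NRF2, with 15 of 49 higher and 1 lower (21 and 1 adjusted over the list alone; camera adjusted p = 2.37e-07, but adjusted p = 0.0638 with an estimated correlation). SEC24D, a cargo adaptor of COPII vesicles, rose by a log2 fold change of 0.71 (standard error 0.08, adjusted p = 4.53e-05) and SURF4, a cargo receptor, by 0.37 (SE 0.06, adjusted p = 0.00122), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number higher was 7, 7 and 7 without empty vector replicates 1, 2 and 3, and 7 and 9 without NRF2 replicates 2 and 3, and the number lower was 0 without empty vector replicate 1. Of 50 genes of autophagy and lysosomes, 10 were higher and 1 lower with NRF2 (11 and 1 adjusted over the list alone; camera adjusted p = 0.00895, but adjusted p = 0.0941 with an estimated correlation). SQSTM1, an autophagy receptor that binds KEAP1, rose by 1.27 (standard error 0.07, adjusted p = 1.49e-09), and CTSL, a lysosomal protease, by 0.45 (SE 0.08, adjusted p = 0.00115). The number higher was 5 and 6 without empty vector replicates 1 and 2, and 6 without NRF2 replicate 1, and the number lower was 0 and 0 without empty vector replicates 1 and 3, and 0 and 0 without NRF2 replicates 2 and 3, and 2 without NRF3 replicate 3.
Genes of mitosis fell in part with NRF2, with 6 of 39 lower and 0 higher (8 lower adjusted over the list alone; median -0.12, camera adjusted p = 0.000146, and adjusted p = 0.0264 with an estimated correlation). CDCA3, a trigger of mitotic entry, had a log2 fold change of -0.36 (standard error 0.08, adjusted p = 0.00999) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The number lower was 1, 3 and 2 without empty vector replicates 1, 2 and 3, and 3 and 1 without NRF2 replicates 1 and 3, and 12 and 12 without NRF3 replicates 2 and 3, and the number higher was 1 without NRF3 replicate 2. Of 22 replication-dependent histones, 5 were lower with NRF2 (5 adjusted over the list alone; camera adjusted p = 2.1e-05, but adjusted p = 0.0844 with an estimated correlation), among them HIST3H2A at -0.98 (standard error 0.14, adjusted p = 0.000277). The number lower was 2, 1 and 3 without empty vector replicates 1, 2 and 3, and 3, 1 and 1 without NRF2 replicates 1, 2 and 3, and 3 without NRF1 replicate 2, and 3 without NRF3 replicate 1. Of 47 WNT pathway genes, 2 were higher and 5 lower with NRF2 (3 and 9 adjusted over the list alone). LGR5, a receptor of R-spondins, fell, with a log2 fold change of -0.70 (standard error 0.10, adjusted p = 0.000322), and FZD10, a WNT receptor, -0.92 (SE 0.16, adjusted p = 0.00175). The number higher was 0, 0 and 0 without empty vector replicates 1, 2 and 3, and 0 and 0 without NRF2 replicates 1 and 3, and 1, 1 and 1 without NRF1 replicates 1, 2 and 3, and 4 without NRF3 replicate 2, and the number lower was 8 and 8 without NRF3 replicates 2 and 3. Of 88 genes of the extracellular matrix, 8 rose and 6 fell with NRF2 (8 and 6 adjusted over the list alone), and SPP1, a secreted phosphoprotein, rose by 4.43 (standard error 0.42, adjusted p = 2.61e-06). The number of these higher was 3, 3 and 5 without empty vector replicates 1, 2 and 3, and 3 and 5 without NRF2 replicates 1 and 3, and 5 without NRF1 replicate 2, and the number lower was 1 and 0 without empty vector replicates 1 and 3, and 3 and 1 without NRF2 replicates 2 and 3.
With NRF3, the p53 targets had a median of -0.16 over 27 genes (camera adjusted p = 5.46e-07, and adjusted p = 0.0258 with an estimated correlation), with 0 called by edgeR (3 lower adjusted over the list alone, 6 at an unadjusted p under 0.05, and 1 by DESeq2). The list's median deviation from empty vector was -0.15, -0.12 and -0.17 in the 3 NRF3 libraries. DDB2 was at -0.43 (standard error 0.08, adjusted p = 0.251). Whether p53 is active in these cells, or its activity changed with NRF3, was not tested.
Ribosomal proteins, mitochondrial ribosomal proteins, proteasome subunits and chaperonin genes were higher than other genes with NRF3 by camera, with median differences in mean log2 CPM of 0.05, 0.06, 0.05 and 0.10 (adjusted p = 0.00895, 0.000951, 0.00208 and 0.000190, but adjusted p = 0.780, 0.705, 0.546 and 0.436 with an estimated correlation). The NRF3 libraries differed from each other along transcript length, with Spearman correlations across genes of -0.29, 0.49 and -0.32 for replicates 1, 2 and 3, and after a correction for length the lists were about as high as before (0.06, 0.05, 0.06 and 0.09, with a median over the 4 lists of 0.0574). The correction did not account for the 4 medians, but the single NRF3 libraries were still apart by more than these values after it (-0.17 to 0.26 for ribosomal proteins), so a length effect is not excluded. Without NRF3 replicate 3 the median over the 4 lists was -0.0313 (-0.08, -0.05, -0.01 and 0.02 for each list), and without NRF3 replicate 2 the lists were at 0.20, 0.17, 0.18 and 0.16, so 1 library may decide the sign. Without replicate 1 of every condition the camera adjusted p of the first 3 lists was 0.545, 0.0734 and 0.100, and without replicate 3 ribosomal and mitochondrial ribosomal proteins were lower than other genes (0.00180 and 0.0268) and the other 2 lists did not pass (0.915 and 0.918).
Across genes, which are not independent replicates, the fold changes had correlations of 0.47 for NRF1 with NRF3 and 0.38 for NRF2 with NRF3. Simulated data with no effect and shared controls gave means of 0.51 and 0.50, but with 1 spread per gene for all 4 conditions. The real NRF3 libraries varied more than the empty vector libraries (median SD of log2 CPM 0.187 against 0.0884). Such a difference would lower the simulated means, so they are not a benchmark. The covariances, 0.0346 and 0.0379, were above the simulated maxima of 0.0326 and 0.0333. GH2 weighs heavily in the covariances, with log2 fold changes of -9.21 with NRF1, -7.36 with NRF2 and -9.21 with NRF3. Covariances without GH2 were not computed. Neither measure thus decides whether NRF3 shares more than the control error. For the unequal variance test at the paper's thresholds, 3 of the other splits of the NRF3 and empty vector libraries gave more genes than the real 578, namely 672, 702 and 945. For NRF1 the real value was 2745 and the highest other 1053, and for NRF2 3527 and 666. The 10 splits are too few for a share under 0.05. Of 2 tested markers of HeLa cells or squamous epithelium, 1 was higher with NRF2 by edgeR, by DESeq2 and without any single library, namely LAMB3, a laminin chain, at 1.93 (standard error 0.43, adjusted p = 0.00921). Of 4 tested blood cell markers and 4 fibroblast markers, 0 were called by edgeR or DESeq2 with any transgene, and at an unadjusted p under 0.05, 1 fibroblast marker was lower with NRF3. As a list the blood cell markers were lower with NRF3 by camera (adjusted p = 0.0176, but adjusted p = 0.187 with an estimated correlation, 0.0963 without replicate 2 and 0.319 without replicate 3 of every condition).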
